# Hyperactive PDGFRβ signaling induces cataractogenesis via TGFβ and STAT5-IGF1

**DOI:** 10.1016/j.ydbio.2025.09.009

**Published:** 2025-09-13

**Authors:** Jesse J. Reardon, Yixuan Ma, Nathaniel S. Grabinski, Yalini Ramamoorthy, Rebecca L. Packard, Johnathon G. Schiebel, Heather L. Chandler, Gina M. Sizemore

**Keywords:** Cataract, Lens epithelium, PDGFRβ, TGFβ, STAT5, IGF1

## Abstract

**Introduction:**

Cataracts are the world’s leading cause of reversible blindness. Although cataract formation is commonly initiated by lens fiber cell defects, cataractogenesis can be characterized by aberrant proliferation and migration of lens epithelial cells. Subsequent overproduction of extracellular matrix components such as fibronectin and collagen by epithelial cells is associated with fibrosis of the lens. Little is known about the role of platelet-derived growth factor receptor β (PDGFRβ) in lens fibrosis. Here, we investigated mice with a conditional knock-in of PDGFRβ hyperactivation using a *Fsp1*, also known as S100A4, promoter (*Fsp1-cre;Pdgfrb*^+*/D849V*^), which consistently develop cataracts at a young age.

**Methods:**

Lenses from *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice and age-matched controls were dissected and visualized via microscopy from 9 to 15 weeks. Early transcriptional changes of the lenses were investigated between 10 and 12 day old *Fsp1-cre;Pdgfrb*^+*/D849V*^ and control mice via RNA sequencing followed by gene set enrichment analysis. Confirmation of RNA sequencing results and mechanistic investigation of PDGFRβ-induced cataractogenesis were determined in lenses isolated from 15-week-old *Fsp1-cre;Pdgfrb*^+*/D849V*^ and control mice.

**Results:**

Gross examination of cataractous lenses from *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice revealed complete opacification by 15 weeks of age compared to no opacification in age-matched controls. Structural changes in the anterior, equatorial, and posterior lens were observed in histology. RNA sequencing revealed significant enrichment of gene sets related to extracellular matrix deposition and reorganization. Mechanistic investigation revealed major roles for TGFβ, Wnt/β-catenin, SOCS2, and STAT5-IGF1 signaling axes in PDGFRβ-induced cataract formation.

**Conclusion:**

PDGFRβ promoted cataractogenesis by modulating pro-fibrotic extracellular matrix changes, likely through TGFβ, Wnt/β-catenin, SOCS2, and the STAT5-IGF1 pathways. Future experiments will delineate the precise role of the STAT5-IGF1 signaling pathway in PDGFRβ-mediated fibrosis and the interplay between PDGFRβ and TGFβ in the lens and whether this signaling is targetable to modulate cataractogenesis.

## 1. Introduction

Cataracts, or opacification of the lens, are the world’s leading cause of reversible blindness (Lam et al., 2015). While cataract surgery, in which the lens is removed and replaced with a new intraocular lens, is a well-established treatment, 20–40 % of cataract surgery patients develop secondary opacification, referred to as posterior capsule opacification (PCO), within 2–5 years of surgery (Awasthi et al., 2009). In advanced cataracts, subcapsular cataract, and PCO, aberrant proliferation and migration of lens epithelial cells (LECs) is driven by epithelial-mesenchymal transition (EMT) (Lovicu et al., 2016). Stimulated LECs that undergo EMT can subsequently overproduce extracellular matrix (ECM) components, such as fibronectin and collagen, inducing fibrosis in the lens (Menko et al., 2020). In the lens, transforming growth factor-beta (TGFβ) is arguably the most well-characterized inducer of EMT and fibrosis, with both TGFβ1 and TGFβ2 isoforms present in the lens (Katsuno et al., 2013; Tan et al., 2015). Platelet-derived growth factors (PDGFs) and their receptors represent another signaling pathway well-known to directly regulate ECM deposition and reorganization, which itself can lead to EMT (Heldin and Westermark, 1999) and fibrosis (Klinkhammer et al., 2018). Within the lens, PDGFs and their receptors are broadly known to play important roles in lens epithelial migration and proliferation, and can potentiate growth factor induced lens fiber differentiation.

Platelet-derived growth factor receptor beta (PDGFRβ) is a receptor tyrosine kinase activated preferentially by ligands platelet-derived growth factor-B (PDGFB) and -D (PDGFD), and this signaling pathway is known to broadly modulate cell migration and proliferation during development and normal physiologic processes (Heldin and Westermark, 1999; Wang et al., 2012). In the eye, tightly regulated PDGFRβ signaling mediates development and proliferation of the lens. The receptor, PDGFRβ, is expressed in the human and rat lens epithelium, and within the hyaloid vasculature of the developing eye, which feeds the lens and then regresses during ocular development (Bozanic et al., 2006; Chen et al., 2019; Ray et al., 2005). Several studies have shown that PDGFB-PDGFRβ regulates the growth, proliferation, and migration of LECs via various mechanisms such as PI3K/AKT, ERK1/2, and JNK activation (Xiong et al., 2010).

PDGFB has also been identified in the retina and vitreous humor of human cataract patients (Zhou et al., 2023), and PDGFD is expressed in newborn rat eyes within the iris, ciliary body, and retina, and the protein has also been detected in bovine aqueous humor (Ray et al., 2005). PDGFD is mitogenic in the lens and PDGFB modulates intracellular calcium homeostasis in LECs (Knorr et al., 1993).

Beyond its role in normal development, dysregulated PDGFRβ signaling has been implicated in fibrotic pathologies of the eye. For example, in proliferative vitreoretinopathy, a fibrotic disease of the retina, PDGFRβ stimulation activates the PI3K-Akt protein kinase B (Akt) pathway (Yang et al., 2020). It is well known that Akt signaling promotes a fibrotic phenotype in many tissue types, including the lens, resulting in EMT and increased expression of ECM proteins such as fibronectin, collagen, and laminin (Menko and Walker, 2022). Neutralization of PDGFRβ in mice with induced choroidal neovascularization had reduced subretinal fibrosis and collagen deposition (Liu et al., 2020). Yet, despite the world-wide prevalence of cataracts and understanding of PDGFRβ-induced fibrosis, there is currently little known regarding the role of PDGFRβ in fibrosis of the lens specifically, a knowledge gap we aim to fill with this study.

Herein, mice with a conditional knock-in of PDGFRβ hyperactivation driven by the *Fsp1*/*S100A4* promoter (*Fsp1-cre;Pdgfrb*^+*/D849V*^) were observed at a young age to develop cataracts, which were strikingly absent in age-matched controls. Based on this observation, we hypothesized that PDGFRβ activity plays a principal role in cataractogenesis by mediating fibrosis of the lens. In this report, we describe the morphologic and transcriptomic changes in the lenses of PDGFRβ hyperactive *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice and describe possible mechanisms for PDGFRβ-induced cataract formation.

## 2. Methods

### 2.1. Transgenic mice and genotyping

Animal use was directed under the Ohio State University Institutional Animal Care and Use Committee (IACUC) Protocol 2007A0120 (principal investigator: G.M. Sizemore). Conditional *Pdgfrb*^+*/D849V*^ knock-in mice originally mixed C57Bl6/129S4 (Olson and Soriano, 2011; Thies et al., 2021) (Jackson Laboratories, Strain #018435) were crossed with male FVB/N *Fsp1-cre* mice (Trimboli et al., 2009) and bred into the FVB/N strain at least 9 generations. These mice were further crossed with the *Rosa-LSL-tdTomato* reporter allele at generation 8 (Jackson Laboratories, Strain #007905), which had also been back crossed into the FVB/N strain prior to introduction into this *Fsp1-cre; Pdgfrb*^+*/D849V*^ line. For maintenance of the line, male *Fsp1-cre*;*tdTomato* or *Fsp1-cre;tdTomato;Pdgfrb*^+*/D849V*^ mice were bred with *tdTomato; Pdgfrb*^+*/D849V*^ female mice. Litters maintained the expected Mendelian genetic ratio of 3 control mice (*Fsp1-cre;Pdgfrb*^+*/*+^, *Pdgfrb*^+*/*+^, and *Pdgfrb*^+*/D849V*^) for every 1 mutant mouse (*Fsp1-cre;Pdgfrb*^+*/D849V*^). DNA was isolated from mouse ear or tail clips and genotyped by PCR analysis using the following primer sets (5′ to 3’): *Cre*, GCGGTCTGGCAGTAAAAACTATC (forward) and GTGAAACAGCATTGCTGTCACTT (reverse); *Pdgfrb*^+*/D849V*^, GGGCTTCCAGGAGTGATACC (Common), CCAGCTGGACTGAAGAGGAG (WT reverse), and CCGAGCAGGTCAGAACAAAG (mutant reverse); *tdTomato*, AAGGGAGCTGCAGTGGAGTA (WT forward), CCGAAAATCTGTGGGAAGTC (WT reverse), CTGTTCCTGTACGGCATGG (transgene forward), GGCATTAAAGCAGCGTATCC (transgene reverse).

### 2.2. Lens dissection

*Fsp1-cre;Pdgfrb*^+*/D849V*^ mice and age matched controls were euthanized and eyes immediately enucleated at 10–15 weeks of age. To obtain lenses, eyes were immediately dissected in room temperature Phosphate-Buffered Saline (PBS) (Corning). Ciliary body and suspensory ligaments were manually removed. Lenses were then washed in fresh PBS and images were taken with a Leica MZ10 F Stereomicroscope. To visualize the cataract, lenses were imaged over a transmission electron microscopy grid.

### 2.3. Hematoxylin & eosin staining and lens visualization

For hematoxylin and eosin staining (H&E), all samples were formalin fixed and embedded in paraffin by the OSU Comprehensive Cancer Center’s Comparative Pathology and Digital Imaging Shared Resource. Four μm thick sections were cut and stained with H&E. Images were taken with a Nikon Eclipse 80i microscope. For visualization of tdTomato positive cells, whole eyes were fixed in 4 % PFA for 24 h, washed with PBS, cryoprotected in 30 % sucrose for 48 h, embedded in OCT and flash frozen on dry ice. Eyes were cryo-sectioned in 15 μm sagittal sections via a Leica CM1950 cryostat. Sections were fixed in 4 % PFA for 15 min, washed 3x in 1x PBS, and permeabilized in 1 % PBST for 30 min. Following permeabilization, eyes were incubated for 3 min with Hoescht (ThermoFisher), washed 2x in 1x PBS, and mounted. Slides were imaged on an EVOS M7000 and tdTomato expression visualized with the txRed laser.

### 2.4. RNA sequencing

Mice between the ages of 10–12 days were euthanized, followed immediately by enucleation and lens dissection in room temperature PBS in an RNAse-free environment. PBS was wicked off the lenses using a Kimwipe and lenses were then immediately placed into a micro-centrifuge tube and flash frozen on dry ice. Lenses were pooled from multiple mice to ensure adequate RNA for sequencing. For control mice, pooled mice included *Fsp1-cre;Pdgfrb*^+*/*+^, *Pdgfrb*^+*/*+^, and *Pdgfrb*^+*/D849V*^ genotypes. RNA extraction, sequencing, differential gene expression, and gene set enrichment analysis was performed by Novogene and revisualized using Graphpad Prism v10 and RStudio [v 4.2.2 (R-Core-Team, 2021)] via EnhancedVolcano [v1.16.0 (Kevin Blighe and Myles, 2020)]. The heatmap was created using pheatmap [v1.0.13 (Kolde, 2019)] with clustering defined by the standard z-score scaling. Read alignment was performed via Hisat2 [v2.0.5 (Kim et al., 2019)], quantification via featureCounts [v1.5.0-p3 (Liao et al., 2014)], differential expression analysis via DESeq2 [v1.20.0 (Love et al., 2014)] and enrichment analysis via clusterProfiler [v3.8.1; G (Yu et al., 2012)] using KEGG, GO, and Reactome terms.

### 2.5. RNA extraction and quantitative RT-PCR

Lenses were isolated from 15-week old *Fsp1-cre;Pdgfrb*^+*/D849V*^ and control mice (*Fsp1-cre;Pdgfrb*^+*/*+^) in an RNase free environment and flash frozen on dry-ice. RNA was isolated using TRIzol (Thermo Fisher) as described previously (Han et al., 2024). Isolated RNA was then converted to cDNA following standard procedures using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher, Catalog #K1641). Taqman assays (Thermo Fisher) were used to perform quantitative RT-PCR for *Lama2* (Mm00550083_m1), *Grik1* (Mm00446882_m1), *Socs2* (Mm01247834 _m1), *Stat5a* (Mm00839861_m1), *Igf1* (Mm00439560_m1), *Tgfb1* (Mm01178820_m1), *Wnt5b* (Mm01183986_m1), *Wnt7b* (Mm01301717_m1), *Wnt8a* (Mm00436822_m1), and *Gapdh* (GAPDH DQ, #4352661). RT-qPCR was performed using PerfeCTa FastMix II ROX (Quanta Biosciences, Catalog #95119–05K) according to manufacturer’s instructions. Relative quantification of each gene was calculated and normalized to *Gapdh* expression.

### 2.6. Western blots

Lenses were isolated from 15-week old *Fsp1-cre;Pdgfrb*^+*/D849V*^ and control mice (*Fsp1-cre;Pdgfrb*^+*/*+^) and flash frozen on dry-ice. Protein was isolated and western blots performed as previously described (Sizemore et al., 2007). Membranes were incubated in primary antibody purchased from Cell Signaling (STAT5 #94205, P-STAT5 #9359, SMAD2 #5339, TGFβ #3711, β-catenin #9562), Abcam (P-SMAD2 #188334), or Millipore Sigma (α-tubulin, #T6199) overnight at 4 °C or 1 h at room temperature (α-tubulin). Membranes were incubated with HRP-conjugated secondary antibody for 1 h at room temperature and bands were visualized with Immobilon ECL reagent (Millipore) using an Amersham Imager 600 instrument. Quantification of protein expression by band densitometry was performed in ImageJ (Schroeder et al., 2021).

### 2.7. Statistical analysis

Statistical analyses were conducted in GraphPad Prism v10.3.1. All data were tested for normality via D’Agostino-Pearson omnibus, Shapiro-Wilk, and Kolmogorov-Smirnov normality tests and were considered normal after passing any of the three tests. Statistical comparisons of two groups were completed via unpaired Student’s t-test with Welch’s correction for unequal variance when applicable. Statistical significance was set as *P* ≤ 0.05.

## 3. Results

### 3.1. Fsp1-driven PDGFRβ hyperactivity causes progressive cataractogenesis

The *Fsp1-cre;Pdgfrb*^+*/D849V*^ model was developed previously by our team to study hyperactive PDGFRβ signaling in the breast tumor microenvironment through knock-in of mutant PDGFRβ-D849V into the endogenous locus (Thies et al., 2021). During the course of these prior studies, an ocular phenotype was observed in the *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice. Of note, neither the *Fsp1-cre* or the *Pdgfrb*^+*/D849V*^ alleles are lens-specific. Aside from this ocular phenotype, which we describe herein, we observed no additional overt differences in development or normal physiology in these animals.

To study the ocular phenotype, lenses were collected from *Fsp1-cre; Pdgfrb*^+*/D849V*^ and age-matched control mice (includes *Fsp1-cre;Pdgfrb*^+*/*+^, *Pdgfrb*^+*/*+^, and *Pdgfrb*^+*/D849V*^ genotypes for all studies unless otherwise indicated) and imaged over a transmission electron grid to visualize lens transparency and cataract development over time. *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice showed rapid and complete opacification by 15 weeks of age with obvious progression occurring from 9 to 15 weeks, compared to transparent age matched controls at all time points (Fig. 1). Of note, there are inherent regions of discontinuity within the normal crystalline lens due to changes in the refractive index and suture development (Fagerholm et al., 1990; Koretz et al., 1994). Similar to slit lamp biomicroscopy, sutures and zones of discontinuity can be observed in a normal lens depending on the plane of focus and the light conditions used, which explains some of the aberrations observed in the control lenses. Importantly, transparency is not lost in these control lenses and, as seen in Fig. 2, histology confirms the normal morphologic appearance of the control lenses.

Histologically, cells in the *Fsp1-cre;Pdgfrb*^+*/D849V*^ anterior, equatorial, and posterior lens demonstrated widespread disruption in organization, consistent with tissue opacification (Fig. 2). These lenses exhibit disorganized proliferation and differentiation of cells anteriorly and posteriorly, which progressed with time (Fig. 2A and B). Histology further revealed vacuole formation within the lens beginning first at the anterior and posterior poles (Fig. 2A, black arrows), the presence of proteinaceous globules (Fig. 2A, purple arrows), and progressing to pronounced dysregulation of lens cortex differentiation (Fig. 2B). Disruption and proliferation of the normally-quiescent lens epithelial monolayer can be seen beginning at approximately week 10 in *Fsp1-cre; Pdgfrb*^+*/D849V*^ mice. Additionally, disorganized differentiation is apparent starting in the week 11 *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses, with nuclei of cortical fiber cells still present (Fig. 2A, blue arrow) and cells located more posteriorly, compared to controls. By week 12, cortical cell architecture and arrangement, close to the lens sutures, are clearly abnormal (Fig. 2A, green arrow). By week 15, clear loss of quiescence in the epithelial monolayer is present (Fig. 2B). Aggregations of proliferating cells are seen in the anterior and posterior lens accompanied by globular lens fibers (Fig. 2B, yellow arrows), unlike the expected regular, concentric ring-shaped lens fibers in controls. Examination of the transition zone in *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses shows differentiating cortical fibers with distinctly pale cytoplasm and abnormal width, and abnormal retention of the fiber nucleus and organelles. These dramatic histologic changes within the lens correspond to the loss in tissue transparency observed in Fig. 1.

Overall, these findings suggest that *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice develop cataract early in life. Importantly, although the phenotype does not appear until week 9, the *Fsp1-cre* transgene is turning on as early as week 4, where robust *Rosa-LSL-tdTomato* reporter activity is observed in the lens epithelium of both control *Fsp1-cre;Rosa-LSL-tdTomato* and *Fsp1-cre;Rosa-LSL-tdTomato;Pdgfrb*^+*/D849V*^ mice (Fig. 2C). Given that the *Pdgfrb*^+*/D849V*^ allele is under control of the endogenous *Pdgfrb* promoter, simply the expression of Cre reported by tdTomato is alone not confirmation that the mutant receptor is expressed. However, we know from the literature that, in humans, *PDGFRB* is expressed within the developing eye in conceptuses of 5–9 postovulatory weeks (Bozanic et al., 2006). Similarly, *Pdgfrb* has been detected in newborn lens epithelial cells and lens fiber cells in mice (Hoang et al., 2014). Thus, it is assumed that *Pdgfrb* expression is similarly turned on *in utero* in these mice and upon induction of the Cre, the mutant PDGFRβ-D849V is expressed.

To evaluate how the observed cataract phenotype worsens over time, mice were aged (>1 year) and evaluated. Not unexpectedly, the *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice exhibit severe cataract formation (Fig. 3, purple arrows), lens-induced uveitis (Fig. 3, black arrowheads), and advanced fibrous metaplasia (Fig. 3, yellow arrows), while age-matched controls demonstrate normal, more subtle, age-related lens changes (Fig. 3, black arrow). Taken together, these findings suggest a phenotype that begins early in life that continues to worsen with time and support an important role for PDGFRβ in the development of progressive cataractogenesis.

### 3.2. Fsp1-driven PDGFRβ hyperactivity causes transcriptional changes in the lens indicative of fibrosis

To understand the early transcriptomic changes responsible for the formation of cataracts in the presence of *Fsp1*-driven PDGFRβ hyperactivity, we performed RNA sequencing of lenses from 10 to 12 day old *Fsp1-cre;Pdgfrb*^+*/D849V*^ and control mice. These analyses revealed distinct transcriptomic changes via heatmap clustering, with experimental groups clustering tightly together (Fig. 4A). 

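Lenses of 10 to 12 day old *Fsp1-cre;Pdgfrb* +*/D849V (mutant) and control mice were each represented by 2 sequencing libraries, labelled replicates 1 and 2 of their group. Each library was a pool of lenses from several mice. Fig. 4 and Table 1 give 12 as the number per group, and the paper's text does not give the number of mice or lenses in each library. The sample labels give a cre-positive, *Pdgfrb* wild-type genotype for both control libraries, whereas the paper describes the control pools as a mixture of cre-positive and cre-negative genotypes, including the *D849V* allele without cre. The authors aligned the reads with HISAT2, counted them per gene with featureCounts and deposited FPKM of 56748 genes with each gene's length, position and biotype. The genome build behind these positions is not named in the paper's text, and all positions given here are those of the deposited table. Multiplied by gene length, 100% of the FPKM above 0 in each library were whole multiples of a single step, so that whole reads could be recovered. The mutant libraries held 18878768 and 18671765 recovered reads in replicates 1 and 2, and the control libraries 18561682 and 18679817. The denominators of the deposited FPKM were not these totals but 0.944 and 1.05 times the totals in mutant replicates 1 and 2, and 1.05 and 0.987 times in control replicates 1 and 2. After this scaling by the authors, the median ratio of each library to the geometric mean of the 4 libraries was 1.01 in every library. Crystallin genes took 62.9% and 58.6% of the reads of the mutant libraries and 59.0% and 61.5% of those of the control libraries. The most abundant transcript, *Cryaa*, took between 14.4% and 15.1% of the reads of a library. Genes with a mean FPKM of at least 0.1 over the 4 libraries were tested, which left 15997 genes. Differences were tested on log2(FPKM + 0.1) with limma's moderated test, with a mean-variance trend and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM.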

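Over the 15997 genes, the Euclidean distance between the log2(FPKM + 0.1) values of the 2 mutant libraries was 97.3, and that between the 2 control libraries was 91.8. The 4 distances between a mutant and a control library were 98.4 and 99.8 for mutant replicate 1 and 93.7 and 95.5 for mutant replicate 2, against control replicates 1 and 2. The mean distance between groups was 96.8 and the mean distance within groups was 94.6, a ratio of 1.02. Mutant replicate 2 lay closer to both control libraries than to mutant replicate 1, and the other 3 libraries lay closest to the other library of their own group. In average-linkage clustering, the control libraries joined first at a height of 91.8, mutant replicate 2 joined them at 94.6, and mutant replicate 1 joined last at 98.5. The ratio moved most when the genes were limited to a mean FPKM of at least 1, where it was 1.10. With genes selected for an unadjusted p under 0.05 between the genotypes, the libraries clustered by genotype, with a ratio of 3.02. The 4 libraries can be parted into 2 pairs in 3 ways. Genes selected in the same way for either of the other splits clustered the libraries by that split, with ratios of 2.87 and 2.71.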

Differential gene expression analysis revealed nine significantly differentially expressed genes that included *Rps26-os1, Lama2, Gm8186, Gm7536, Gm7536, 1500015A07Rik, Grik1, Gm10123, Socs2,* and *Slc7a2* (Fig. 4B–Table 1). 

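Of the 15997 genes tested, 6 had an adjusted p under 0.05 in limma's moderated test, 4 of them higher and 2 lower in mutant lenses. These 6 genes were *Gm17720*, *Gm22965*, *Mir1291* and *Mir7013*, which were higher, and *Mir7211* and the 5S_rRNA gene ENSMUSG00002075974, which were lower. They are 27 to 117 bp long and had at most 9 reads in any library, and their smallest adjusted p was 0.0038. An unadjusted p under 0.05 was found for 1009 genes, 542 higher and 467 lower in mutant lenses, which is 6.31% of the genes tested where chance gives 5%. The number of adjusted calls moved most under limma's voom test on the recovered reads, with 14 genes, none of them among those 6. None of the 9 genes of Table 1 had an adjusted p under 0.05 on log2(FPKM + 0.1), where their adjusted p ranged from 0.168 to 0.702. All 9 had an unadjusted p under 0.05 and the sign that Table 1 gives. In all 9, both mutant libraries lay on the same side of both control libraries, as did 36.6% of all genes tested, where chance gives 33.3%. Adjusted over these 9 genes alone, all 9 had an adjusted p under 0.05, which shows no stability because the list is the paper's own calls on these libraries. Voom gave 8 of the 9 genes an adjusted p under 0.05.

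**Figure D1:**
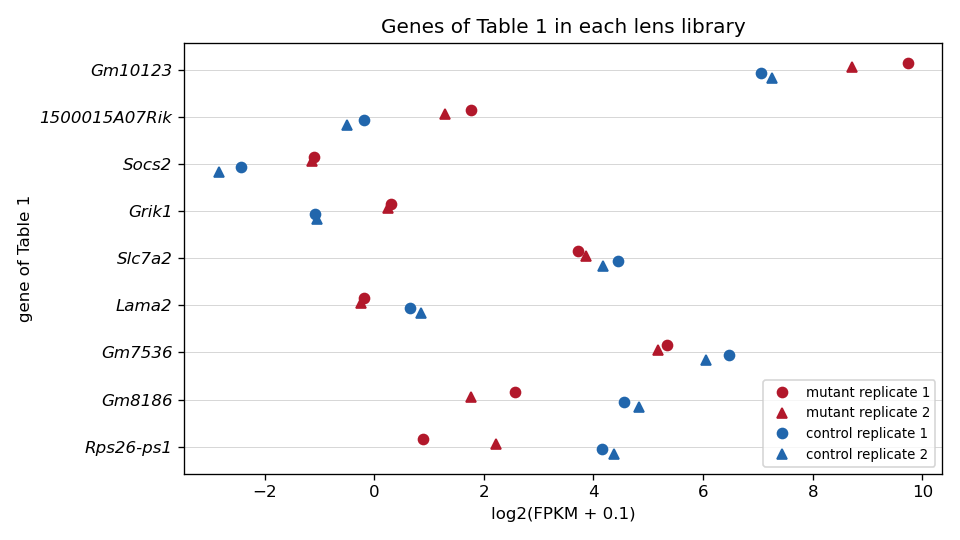
Expression of the 9 genes of Table 1 in each library as log2(FPKM + 0.1) on the horizontal axis, with a gene on each line. Mutant libraries are red and control libraries blue, replicate 1 is a circle and replicate 2 a triangle. In each gene, both mutant libraries lie on the same side of both control libraries, as in 36.6% of all genes tested.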

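The largest fall among the genes of Table 1 was that of *Rps26-ps1* (ENSMUSG00000059775, chromosome 8, 108165763 to 108166211), a transcribed processed pseudogene. It had 14 and 40 reads in the mutant and 155 and 170 reads in the control libraries, and FPKM of 3.15 ± 1.98 (SD of 2 libraries) against 19.1 ± 1.97. Its log2 fold change was -2.71 (standard error 0.43, limma adjusted p = 0.342). *Gm8186* (ENSMUSG00000049124, chromosome 17, 26317965 to 26318195), a processed pseudogene, had 24 and 15 mutant against 105 and 120 control reads. Its log2 fold change was -2.52 (standard error 0.28, limma adjusted p = 0.168). Every word of 31 bases in the *Gm8186* transcript of the GRCm38 annotation also occurs in transcripts of *Snrpg*, which had 152 and 233 mutant against 105 and 80 control reads. The summed reads of the pair, scaled to equal denominators, were 212 in mutant and 204 in control lenses, and this difference of 8.38 was smaller than its SD between replicates of 26.3. *Gm7536* (ENSMUSG00000057036, chromosome 3, 24387232 to 24387675), a processed pseudogene whose words all occur in *Rpl27a*, had 320 and 312 mutant against 770 and 545 control reads. Its log2 fold change was -1.01 (standard error 0.16, limma adjusted p = 0.343). *Gm10123* (ENSMUSG00000062933, chromosome 9, 96777711 to 96778200), a processed pseudogene whose words all occur in *Ppia*, had 7419 and 4011 mutant against 1269 and 1388 control reads, with FPKM of 634 ± 305 against 143 ± 14.5. Its log2 fold change was 2.06 (standard error 0.34, limma adjusted p = 0.348). *Ppia*, looked at after the values had been seen, had 8959 and 11448 mutant against 13558 and 13953 control reads, a log2 fold change of -0.42 (standard error 0.11, limma adjusted p = 0.690). The summed scaled reads of *Gm10123* and *Ppia* were 16076 and 15007, a difference of 1069 with an SD of 1381. The reads of these pseudogenes and of the genes they match are therefore uncertain one by one. Of *Rps26-ps1*, 70.6% of the words occur in protein-coding transcripts of *Rps26*, whose log2 fold change was 0.12 with an adjusted p of 0.811.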

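The long non-coding RNA gene *1500015A07Rik* (ENSMUSG00000098702, chromosome 18, 61859455 to 61868995) had 137 and 106 reads in the mutant and 35 and 26 in the control libraries. Its log2 fold change was 1.87 (standard error 0.23, limma adjusted p = 0.181), and it lies 0.641 Mb from *Pdgfrb*. *Grik1* (ENSMUSG00000022935, chromosome 16, 87692788 to 88087153) had 137 and 144 mutant against 49 and 48 control reads, and FPKM of 1.12 ± 0.0347 against 0.381 ± 0.00884. Its log2 fold change was 1.34 (standard error 0.19, limma adjusted p = 0.265). *Slc7a2* (ENSMUSG00000031596, chromosome 8, 41315433 to 41375345) had FPKM of 13.8 ± 1.04 in mutant and 19.9 ± 2.70 in control lenses, a log2 fold change of -0.52 (standard error 0.13, limma adjusted p = 0.681), and was the gene of Table 1 without a voom call (adjusted p = 0.0726, and up to 0.874 in other settings). With each library left out in turn, the log2 fold change of *Slc7a2* lay between -0.66 and -0.38 and that of *Grik1* between 1.31 and 1.37. That of *Gm10123* lay between 1.55 and 2.57, and that of *Rps26-ps1* between -3.38 and -2.05. Without mutant replicate 1, *Gm8186* fell further (-2.91) than *Rps26-ps1* (-2.05). No gene of Table 1 changed sign.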

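*Pdgfrb* (ENSMUSG00000024620, chromosome 18, 61178222 to 61218133) had FPKM of 2.36 and 2.16 in mutant replicates 1 and 2 and of 2.25 and 1.79 in control replicates 1 and 2. These values rest on 230, 232, 240 and 181 reads. The means were 2.26 ± 0.136 (SD of 2 libraries) in mutant and 2.02 ± 0.326 in control lenses, and their difference was smaller than the SD of the control libraries. The log2 fold change was 0.16 (standard error 0.16, limma adjusted p = 0.836). Leaving out each library in turn gave log2 fold changes between 0.0025 and 0.32. FPKM per gene do not tell transcripts of the *D849V* allele from those of the wild-type allele.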

Of note, *Pdgfrb* is not differentially expressed due to the nature of the mouse model, which knocks in the mutant *Pdgfrb*^+*/D849V*^ under the control of the endogenous *Pdgfrb* promoter. Further bioinformatic investigation using gene set enrichment analysis (GSEA) via KEGG, GO, and Reactome gene set databases was also conducted (Fig. 4C–E). Interestingly, we observed significant enrichment of ECM-related gene sets across each database. 

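Reactome terms were tested for over-representation of the genes with an unadjusted p under 0.05, with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over 1078 terms with 5 to 500 tested members. The background was the 4298 tested genes with a Reactome annotation, 232 of them in the gene list. Of these terms, 4 had an adjusted p under 0.05, and none of the 4 was an ECM term. The term Extracellular matrix organization held 11 listed genes of 150 tested, where 8.10 were expected (exact p = 0.185, adjusted p = 0.948). ECM proteoglycans held 5 of 42 (exact p = 0.0735, adjusted p = 0.644), and Assembly of collagen fibrils and other multimeric structures held 3 of 26 (exact p = 0.163, adjusted p = 0.904). Crosslinking of collagen fibrils had 4 tested members, fewer than the minimum of 5, and 1 of them was listed. With the list taken from voom in place of limma on log2(FPKM + 0.1), Extracellular matrix organization held 28 of 150 (adjusted p = 0.0793) and ECM proteoglycans 13 of 42 (adjusted p = 0.0474). The sex composition of the libraries as a covariate, chosen after the values were seen, moved these terms most. With it Extracellular matrix organization held 19 of 150 (adjusted p = 0.0370), ECM proteoglycans 9 of 42 (adjusted p = 0.0258) and Assembly of collagen fibrils 6 of 26 (adjusted p = 0.0604), and 75 terms had an adjusted p under 0.05. Over all settings the adjusted p of each of these terms went up to 1. KEGG and GO gene sets were not used here. The paper's text does not state the gene-list threshold behind its terms, so its list may differ from the one used here.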

For example, we detected significant enrichment in KEGG gene sets representing “Focal adhesion” and “ECM-receptor interaction” (Fig. 4C), in GO gene sets representing “extracellular matrix”, “proteinaceous extracellular matrix”, and “focal adhesion” (Fig. 4D), and in Reactome gene sets representing “ECM organization”, “Assembly of collagen fibrils and other multimeric structures”, “ECM proteoglycans”, and “crosslinking of collagen fibrils” (Fig. 4E). Together, these changes all indicate significant alteration in ECM deposition and organization in our mutant mice. 

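The 11 listed genes of Extracellular matrix organization moved in both directions. *Lama2*, *Adamts4*, *Lamc1*, *Dst*, *Itga6* and *Itgb5* were lower in mutant lenses, with log2 fold changes from -0.97 to -0.24. *Bgn*, *Col9a2*, *Bmp4*, *Col1a1* and *Spp1* were higher, with log2 fold changes from 0.55 to 1.97, and *Col1a1* had 28 and 40 reads in the mutant and 6 and 9 reads in the control libraries. As a set, the 150 genes had a median log2 fold change of -0.05, with 62 higher and 88 lower, and limma's competitive camera test gave a two-sided p of 0.341 (adjusted 0.427 over the 30 sets). That test moved most when the genes were limited to a mean FPKM of at least 1, where p was 0.0171 in the same direction. Across the fits that each left out 1 library, the median log2 fold change of the set lay between -0.12 and 0.017. Collagen genes had 13 higher and 12 lower members (camera adjusted p = 0.486 over the 30 sets tested). The direction of the collagens flipped with the genes limited to a mean FPKM of at least 1 and held under the other scalings of the libraries. The smaller set Laminin interactions had 22 of 25 genes lower in mutant lenses, with a median log2 fold change of -0.19 (camera adjusted p = 0.0045). Non-integrin membrane-ECM interactions had 32 of 43 genes lower (camera adjusted p = 0.0304). Adjusted over all 1078 Reactome terms, the p was 0.0156 for Laminin interactions and 0.0989 for Non-integrin membrane-ECM interactions. Both sets were lower under each scaling of the libraries. With the libraries split instead into mutant replicate 1 with control replicate 2 and mutant replicate 2 with control replicate 1, camera gave Extracellular matrix organization an unadjusted p of 7.7e-04, smaller than that of the genotypes. This split also parts the libraries by *Xist* and by 4 Y-chromosome genes, so it follows the sex composition of the pools and not chance alone. The same split gave Laminin interactions an unadjusted p of 0.0136, against 5.9e-04 for the genotypes. From the enrichment of ECM-related gene sets in the KEGG, GO and Reactome databases, the paper infers significant alteration of ECM deposition and organization in the mutant mice. From this together with the enrichment of PI3K-Akt, RTK and Hedgehog gene sets, it proposes that the fibrosis could be due to ECM protein changes that may result from aberrant EMT.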

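Among the Reactome terms nearest to receptor tyrosine kinase and PI3K-Akt signaling, Signaling by PDGF held 6 listed genes of 120 tested (one-sided Fisher's exact p = 0.637) and PIP3 activates AKT signaling 1 of 52 (exact p = 0.945). Negative regulation of the PI3K AKT network held 0 of 6 (exact p = 1). Each had an adjusted p of 1. As sets, Signaling by PDGF had 50 genes higher and 70 lower in mutant lenses (camera adjusted p = 0.400) and PIP3 activates AKT signaling had 19 higher and 33 lower (camera adjusted p = 0.379), and neither direction flipped with another scaling of the libraries. The listed gene of the latter term was *Foxo3*, with a log2 fold change of -0.38 (standard error 0.13, limma adjusted p = 0.769).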

Of note, we also observed enrichment in “PI3K-Akt signaling pathway” and “transmembrane RTK signaling pathway” gene sets, which was to be expected given the forced PDGFRβ hyperactivity. 

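The Reactome term Hedgehog 'on' state held 14 listed genes of 74 tested, where 3.99 were expected (one-sided Fisher's exact p = 3.0e-05, adjusted p = 0.0108). Signaling by Hedgehog held 14 of 102 (exact p = 0.0010, adjusted p = 0.113) and Hedgehog 'off' state 11 of 73 (exact p = 0.0016, adjusted p = 0.125). Of the 14 genes of the 'on' term, 8 were proteasome subunits, all higher in mutant lenses, and the other 6 were all lower. The same 8 subunits were among the listed genes of the other two terms, and 35 of the tested members of each term were proteasome subunits. Without proteasome subunits, the 'on' term held 6 of 39 (exact p = 0.0149), Signaling by Hedgehog 6 of 67 (exact p = 0.138) and the 'off' term 3 of 38 (exact p = 0.322). After adjustment these were 0.948 for the 'on' term and 1 for the others. The adjusted p of the 'on' term rose to 1 under several settings, among them limma's test without a trend and the gene list taken at an unadjusted p under 0.01. With the sex composition of the libraries as a covariate, chosen after the values were seen, the adjusted p was 0.0066 for the 'on' term, 0.0223 for Signaling by Hedgehog and 0.0141 for the 'off' term.

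**Figure D2:**
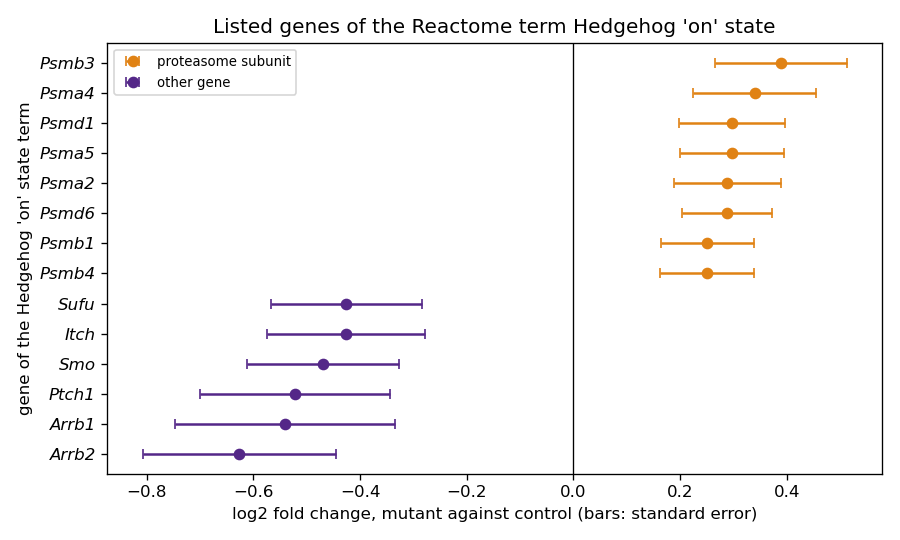
Log2 fold changes, mutant against control lenses, of the 14 listed genes of the Reactome term Hedgehog 'on' state, on the horizontal axis, with bars of 1 standard error. The 8 proteasome subunits (orange) lie between 0.25 and 0.39 and the 6 other genes (purple) between -0.63 and -0.43.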

Lastly, in the Reactome terms analysis, we also observed enrichment in “Hedgehog ‘off’ state”, “Hedgehog ‘on’ state”, and “Signaling by Hedgehog”, consistent with the known function of Lama2, one of the differentially expressed genes, in mesenchymal stem cell fate commitment (Zhu et al., 2020). Together, these results suggest that the observed PDGFRβ-mediated fibrosis in the lens could be due to the induction of ECM protein changes that may be a result of aberrant EMT. However, from this analysis alone, it is not possible to know which of these pathways are dysregulated first leading directly to the observed phenotype in the eye.

### 3.3. Fsp1-driven PDGFRβ hyperactivity induces pro-cataractous TGFβ and STAT5-IGF1 signaling

In order to validate the RNA sequencing results in animals with advanced cataract formation, we then isolated lenses from 15-week-old *Fsp1-cre;Pdgfrb*^+*/D849V*^ and control mice for further investigation. Quantitative real-time PCR revealed that *Lama2* and *Grik1* expression were not significantly different at 15 weeks, but a significant upregulation of *Socs2* was observed at this time point (Fig. 5A). This drastic upregulation of *Socs2,* along with previous literature identifying PDGFRβ induction of STAT5, pointed towards the STAT5-IGF1 signaling axis, which SOCS2 can both positively and negatively regulate depending on expression levels (Greenhalgh et al., 2005; Valgeirsdottir et al., 1998). As such, we evaluated both *Igf1* and *Stat5a* mRNA expression and STAT5 activation in isolated lenses. Importantly, *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses had significantly upregulated *Igf1* and *Stat5a* mRNA, and although we did not observe a significant difference in 10–12 day old mice, lenses from 15-week old *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice had significant upregulation of the pro-fibrotic factor *Tgfb1* (Fig. 5A). TGFβ has previously been shown to induce *Wnt* family gene expression during cataract formation (Chong et al., 2009). Interestingly, we observed a significant upregulation of *Wnt5b,* no change in *Wnt7b* (Fig. 5A) and undetectable expression of *Wnt8a* (data not shown). Western blot analysis confirmed *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice (denoted as E1–8) had significantly higher levels of STAT5 signaling, as indicated by total and phosphorylated STAT5 (Fig. 5B and C). TGFβ protein level increases were confirmed, as well as increased signaling through SMAD2 and increased β-catenin (Fig. 5B and C). Taken together, these results indicate that early pro-cataract changes appear to be mediated by EMT and ECM reorganization, possibly induced by Lama2 and Socs2, with prolonged activation of the TGFβ-SMAD2, Wnt/β-catenin, and STAT5-IGF1 pathways modulating the progression to mature cataract in early adult mice.

## 4. Discussion

Here, we report a timeline of gross cataractous changes in the lenses of mice with *Fsp1*-driven hyperactivation of PDGFRβ. The lenses were analyzed through RNA sequencing and subsequent gene expression enrichment analysis identified pro-cataractous transcriptomic changes. These RNA sequencing results were further confirmed by qRT-PCR and western blot analysis, expanding the mechanistic understanding of how PDGFRβ signaling induces cataracts.

The observed cataractogenesis in *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice was profound. Imaging of lenses from mice 9–15 weeks of age revealed progressive wrinkling and opacification of *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses compared with age matched controls. In wild-type mice, subcapsular or cortical cataracts may appear after 12 months of age, with age-related cataracts typically beginning in the nucleus and cortex of the lens (Age-Related Eye Disease Study Research, G., 2001; Cheng et al., 2019). The lens grows continuously throughout life due to the addition of newly differentiated fibers arranged in concentric growth shells. Although not completely elucidated, the etiology of age-related cataracts likely involves a combination of compression and stiffening due to increased density of the lens, as well as loss of soluble proteins (Asbell et al., 2005; Giblin et al., 1982; McFall-Ngai et al., 1985; Truscott, 2005). Unlike age-related cataracts, lenses from *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice developed cataracts as early as 9 weeks, with lenses from mice aged 9–12 weeks showing anterior and posterior subcapsular cataract, as well as cortical cataract, denoting an early pathologic mechanism that is unique to PDGFRβ-induced cataractogenesis. By 15 weeks of age, mature cataracts are observed in *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice where significant posterior subcapsular cataract and ultrastructural cortical changes are seen. Similar to the work presented by others, we show that cataract progression can occur in a non-uniform manner with some areas of the lens displaying disorganization and other areas of the lens appearing relatively normal (Kwok and Coroneo, 2000; Vrensen and Willekens, 1990). Lenses may develop focal disruption within the epithelial monolayer or at varying depths within affected fibers, leading to small areas of opacification. Progression of the disrupted fibers can expand along the circumference, expanding to disruptions with adjacent fibers, leading to variable rates of opacification growth (Brown et al., 1993; Martin et al., 2022).

Subcapsular cataracts can occur due to retinal degeneration, trauma, or following phacoemulsification, as a result of aberrant LEC migration and proliferation (Andersson et al., 2003; Fishman et al., 1985; Heckenlively, 1982; Wormstone et al., 2009). There are also reports of subcapsular cataracts with abnormal lens fiber growth resulting in the failure to form typical sutures in successive growth shells (Joy and Al-Ghoul, 2014). Interestingly, within the lens, signaling through the PI3K-Akt pathway, which is downstream of PDGFRβ, balances proliferation versus differentiation, with lens fibers expressing Notch ligand Jag1 enhanced by PI3K signaling (Li et al., 2019). PDGFRβ is expressed both in epithelial and fiber cells of newborn mice (Hoang et al., 2014). Considering that lens growth, epithelial proliferation, and fiber differentiation is greatest during development, it is possible that hyperactive PDGFRβ signaling contributes to the early and rapid structural changes resulting in the observed subcapsular cataract in early life. Phenotypes of subcapsular cataracts from *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses also showed marked proliferation and aggregation of basophilic, mitotic figures outside of the equator, where the normally quiescent epithelial monolayer should be. Due to PDGFRβ′s broad role as a mitogen across many organ systems and PDGFRβ being present in the lens epithelium, our data suggests a proliferative or fibrotic mechanism of cataractogenesis involving EMT may drive this phenotype. Lastly, because all *Fsp1-cre; Pdgfrb*^+*/D849V*^ mice consistently developed cataracts with locations and patterns distinct from age-related cataracts, we can suggest that the phenotype and mechanism of cataract formation is unique to PDGFRβ-mediated fibrosis.

To investigate how *Fsp1*-driven hyperactivity of PDGFRβ is causing the gross cataract formation in these mice, we performed RNA sequencing of the lenses at a young age. This transcriptomic analysis of 10–12 day old mice revealed statistically significant changes in the expression of multiple genes including *Lama2* and *Socs2*, which are known to function in EMT, ECM production, and fibrosis-related pathways, and thus are likely functioning in the early PDGFRβ-mediated cataractogenesis observed in these mice. These changes could account for the observed asymmetry in lens development, prior to obvious cataract formation and loss of transparency. Additional cataractous changes such as cortical lens fiber disruption and vacuole formation are likely secondary to initial perturbations in fibrosis-mediated cataract pathways. Of note, it has been previously established that Cre recombinase expression in the lens can lead to microphthalmia and lens toxicity through modulation of apoptosis related genes (Lam et al., 2019). Control samples utilized for RNA sequencing were pooled from *Fsp1-cre;Pdgfrb*^+*/*+^, *Pdgfrb*^+*/*+^, and *Pdgfrb*^+*/D849V*^ mice. As such, Cre negative samples could have confounded our transcriptomic analysis. However, all qPCR and western blot analyses were conducted utilizing only lenses from *Fsp1-cre;Pdgfrb*^+*/*+^ mice, which confirmed the important transcriptomic changes we identified via RNA sequencing.

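*Lama2* (ENSMUSG00000019899, chromosome 10, 26856032 to 27495754) had 232 and 244 reads in the mutant and 478 and 525 in the control libraries of 10 to 12 day old lenses. Its FPKM was 0.767 ± 0.0235 (SD of 2 libraries) in mutant and 1.60 ± 0.166 in control lenses. The log2 fold change was -0.97 (standard error 0.16, limma adjusted p = 0.363), and with each library left out in turn it lay between -1.07 and -0.87. A pseudocount of 1 moved the log2 fold change most, to -0.55. Voom on the recovered reads moved the adjusted p most, to 8.9e-04 at a log2 fold change of -1.05, and the adjusted p lay between that and 0.626 over all settings. The laminin genes, *Lama2* included, had 8 of 9 members lower in mutant lenses with a median log2 fold change of -0.19 (camera adjusted p = 0.0715), and were lower under each scaling of the libraries. Among them, *Lamc1* had a log2 fold change of -0.54 (standard error 0.19, limma adjusted p = 0.771) and *Lama1* of -0.26 (standard error 0.16, limma adjusted p = 0.811).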

*Lama2*, the gene encoding laminin 2, is downregulated in 10–12 day old *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses, and has been shown to inhibit differentiation of mesenchymal stem cells via Hedgehog signaling in humans through osteo- and adipo-genesis (Zhu et al., 2020). In human patients with LAMA2 deficient muscular dystrophies, extracellular matrix and interstitial fibrosis-related genes were upregulated as early as 20 days of age (Taniguchi et al., 2006), which mimics the highly profound, early phenotype observed herein. In addition, we also observed significant enrichment of Hedgehog related gene sets in *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice. 

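Of the genes of the Hedgehog pathway itself, 9 passed the filter on FPKM, and 6 of them were lower in mutant lenses, with a median log2 fold change of -0.16 (camera adjusted p = 0.0756). Their direction was the same under each scaling of the libraries. The unadjusted camera p of these genes was 0.0202 for the genotypes and smaller, 0.0050, for the split of mutant replicate 1 with control replicate 2 against the other libraries, which follows the sex composition of the pools. *Ptch1*, which encodes the receptor, had 246 and 300 reads in the mutant and 468 and 354 in the control libraries, a log2 fold change of -0.52 (standard error 0.18, limma adjusted p = 0.769). *Smo* had 340 and 456 mutant against 602 and 515 control reads, a log2 fold change of -0.47 (standard error 0.14, limma adjusted p = 0.737). *Sufu* had a log2 fold change of -0.43 (standard error 0.14, limma adjusted p = 0.769).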

Hedgehog signaling has been shown to directly promote ECM production and fibrosis in mouse models of obstructive nephropathy (Ding et al., 2012). With both downregulation of Lama2 and upregulation of hedgehog signaling promoting fibrosis via modulation of ECM in disease models, we hypothesize that early downregulation of *Lama2* in the lenses of *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice facilitates EMT in LECs through Hedgehog signaling, thereby remodeling lens ECM and inducing fibrosis. In support, our gene set enrichment analysis revealed a significant enrichment in many ECM-related gene sets.

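*Socs2* (ENSMUSG00000020027, chromosome 10, 95221224 to 95253042) had 62 and 66 reads in the mutant and 16 and 7 in the control libraries of 10 to 12 day old lenses. Its FPKM was 0.359 ± 0.00791 (SD of 2 libraries) in mutant and 0.0631 ± 0.0329 in control lenses. On log2(FPKM + 0.1), the log2 fold change was 1.51 (standard error 0.42, limma adjusted p = 0.702), and with each library left out in turn it lay between 1.30 and 1.71. The pseudocount moved this value most, since the control FPKM lay below it. The log2 fold change was 0.35 with a pseudocount of 1 and 2.41 with a pseudocount of 0.01. Voom on the recovered reads gave 2.54 with an adjusted p of 0.0340, and the adjusted p lay between 0.0340 and 0.871 over the settings that kept this gene.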

*Socs2*, the gene encoding suppressor of cytokine signaling 2, was robustly upregulated in 10–12 day and 15-week old *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses. Socs2 is a known regulator of the STAT5 signaling cascade, where low levels inhibit, and high levels potentiate STAT5-IGF1 signaling (Greenhalgh et al., 2005). STAT5 has previously been shown to be directly induced by PDGFRβ activation (Valgeirsdottir et al., 1998). Interestingly, *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses had upregulation of both *Igf1* and *Stat5a* mRNA and hyperactivation of STAT5 signaling. Combined, supporting a PDGFRβ-STAT5-IGF1-SOCS2 signaling cascade that, at least in part, may drive the cataractogenesis phenotype observed in these mice (see model in Fig. 6). This proposed mechanism is supported by a separate study which, instead of the *Fsp1* promoter, utilized a skeletal stem cell specific promoter to drive Cre recombinase expression, and thus *Pdgfrb*^+*/D849V*^ hyperactivity, in skeletal stem cells (Kwon et al., 2021). In these mice, Socs2 was shown to play a role in skeletal stem cell fate through the STAT5-IGF1 axis, specifically that *Socs2*/*Igf1* overexpression and increased STAT5 activation led to increased chondrogenesis rather than osteogenesis, highlighting a possible aberrant lineage differentiation mechanism for the *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice (Kwon et al., 2021). In support of this postulate, cataracts have been observed following induction of chondrogenesis in lenses from human donors, which become cataractous through collagen fibril deposition and stain positive for several markers of chondrogenic differentiation (Boix-Lemonche et al., 2023). Future experiments will probe for and quantify markers of chondrogenesis in *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses across cataract progression.

Of note, in the human eye, Socs2 is normally restricted to vascular and lymphatic endothelial cells (van Zyl et al., 2022). Yet, we observed dramatic overexpression of *Socs2* in *Fsp1-cre;Pdgfrb*^+*/D849V*^ lenses. It is important to acknowledge that for lens dissection, care was taken to remove the ciliary body and corresponding vasculature off the lens capsule, but complete removal is technically challenging. As such, there is the possibility that gene expression signatures, and thus high *Socs2*, from unremoved vasculature and ciliary body cells could confound our transcriptomic analysis. That said, regression of the hyaloid vasculature in the mouse begins on postnatal day 4 and there is substantial loss of the hyaloid vessels by day 10–12, with complete regression on day 21 (Wang et al., 2019). Thus, even considering this possible technical limitation, the observed upregulation of *Socs2* expression in *Fsp1-cre; Pdgfrb*^+*/D849V*^ mice is likely due to changes within the lens and not due to remnants of the hyaloid vessels.

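All 8 markers of vascular endothelium passed the filter on FPKM. Their median log2 fold change, mutant against control lenses, was -0.28, with a range from -0.70 to 0.04, and 1 of the 8 was higher in mutant lenses. *Pecam1* had 39 and 26 reads in the mutant and 53 and 24 in the control libraries, *Cdh5* 81 and 38 against 103 and 70, and *Cldn5*, the marker that was higher, 150 and 99 against 143 and 101. None of the 8 had an unadjusted p under 0.05. The median stayed negative under each scaling, pseudocount and filter, from -0.40 with voom to -0.019 with a mean FPKM of at least 1. Single markers were less stable with each library left out in turn. Log2 fold changes took both signs for *Pecam1* (-0.52 to 0.28), *Cdh5* (-1.06 to 0.016), *Kdr* (-0.11 to 0.087), *Cldn5* (-0.32 to 0.40) and *Egfl7* (-0.25 to 0.10). *Tie1*, *Emcn* and *Flt1* stayed lower in mutant lenses. Of the markers of pericytes and smooth muscle, 3 of 6 passed the filter, with a median log2 fold change of -0.25. Among these, *Rgs5* had 278 and 220 mutant against 407 and 360 control reads (log2 fold change -0.59, limma adjusted p = 0.737). With no filter on FPKM, the median of the pericyte and smooth muscle markers was 0.0064. Of the markers of pigmented iris and ciliary epithelium, only *Tyrp1* and *Pmel* passed the filter, at log2 fold changes of -0.48 and -0.78, with 6 to 38 reads per library.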

Beyond the observed gene expression changes in the *Fsp1-cre; Pdgfrb*^+*/D849V*^ lenses, we also investigated TGFβ due to it being found abundantly in the aqueous humor and having been well documented in playing a role in fibrotic cataract formation (Saika, 2006). In other organ systems such as the embryonic mouse heart, TGFβ-mediated SMAD activation upregulates PDGFRβ expression to facilitate the EMT necessary for normal cardiac development (Peng et al., 2017). Therefore, it is reasonable to hypothesize that PDGFRβ may have downstream effects on TGFβ activity. Although we did not observe a statistically significant difference in *Tgfb1* expression at 10–12 days old, we did observe a significant upregulation in its expression in the lenses of *Fsp1-cre; Pdgfrb*^+*/D849V*^ adult mice at 15-weeks, along with increased SMAD2 activation. 

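*Tgfb1* (ENSMUSG00000002603, chromosome 7, 25386427 to 25404502) had 177 and 193 reads in the mutant and 226 and 271 in the control libraries of 10 to 12 day old lenses. Its FPKM was 1.96 ± 0.00990 (SD of 2 libraries) in mutant and 2.61 ± 0.432 in control lenses. The log2 fold change was -0.39 (standard error 0.16, limma adjusted p = 0.805), and with each library left out in turn it lay between -0.55 and -0.22. No setting gave an adjusted p under 0.05.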

TGFβ has long been implicated as a master regulator of EMT-induced cataract, as well as in PCO (Saika et al., 2002, 2004; Wormstone et al., 2002). TGFβ has also been shown to induce Wnt expression and subsequent increases in β-catenin signaling during cataract development (Chong et al., 2009). Moreover, ectopic Wnt/β-catenin signaling has been shown to induce cataract formation in mice (Antosova et al., 2013). As such, we also investigated changes in *Wnt* expression and β-catenin stabilization in lenses of 15-week old *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice, and observed a significant upregulation of *Wnt5b* and increased β-catenin in experimental lenses, indicating a secondary pathway involved in TGFβ-induced fibrosis. Future experiments should investigate the link between increased PDGFRβ signaling and activation of canonical TGFβ-induced fibrosis during cataract formation (Fig. 6).

Taken together, the results of the current study indicate that PDGFRβ hyperactivity mediates lens fibrosis through LEC activation and ECM remodeling, which when forced in a transgenic animal, appears at an early age by *Lama2* and *Socs2* dysregulation and is further potentiated by increased activation of TGFβ-SMAD2, Wnt/β-catenin, and STAT5-IGF1 signaling in young adult mice. Interestingly, we observe obvious cataract formation beginning at 9-weeks of age. As such, there may be mechanisms which we have yet to identify that delay or protect against cataract formation in mice younger than 9-weeks of age. We also observe that the cataract formation continues to progress beyond 15 weeks of age in the *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice suggesting that pro-cataract signaling continues throughout life in these animals. However, the exact mechanism by which these cataracts worsen over time is not addressed here. Future studies exploring PDGFRβ in cataract formation, including in progressing cataracts, are necessary to yield new insight into cataract pathology and could inform the development of future therapeutics. Specific inhibition of PDGFRβ signaling may be efficacious as blocking this signaling in the lens could alter downstream signaling (TGFβ-SMAD2, Wnt/β-catenin, and STAT5-IGF1) to limit cataract formation and/or severity. Lastly, the findings presented herein provide evidence that the *Fsp1-cre;Pdgfrb*^+*/D849V*^ mouse model may prove as a valuable experimental tool for studying cataract formation in mice.

## Figures and Tables

**Fig. 1.**
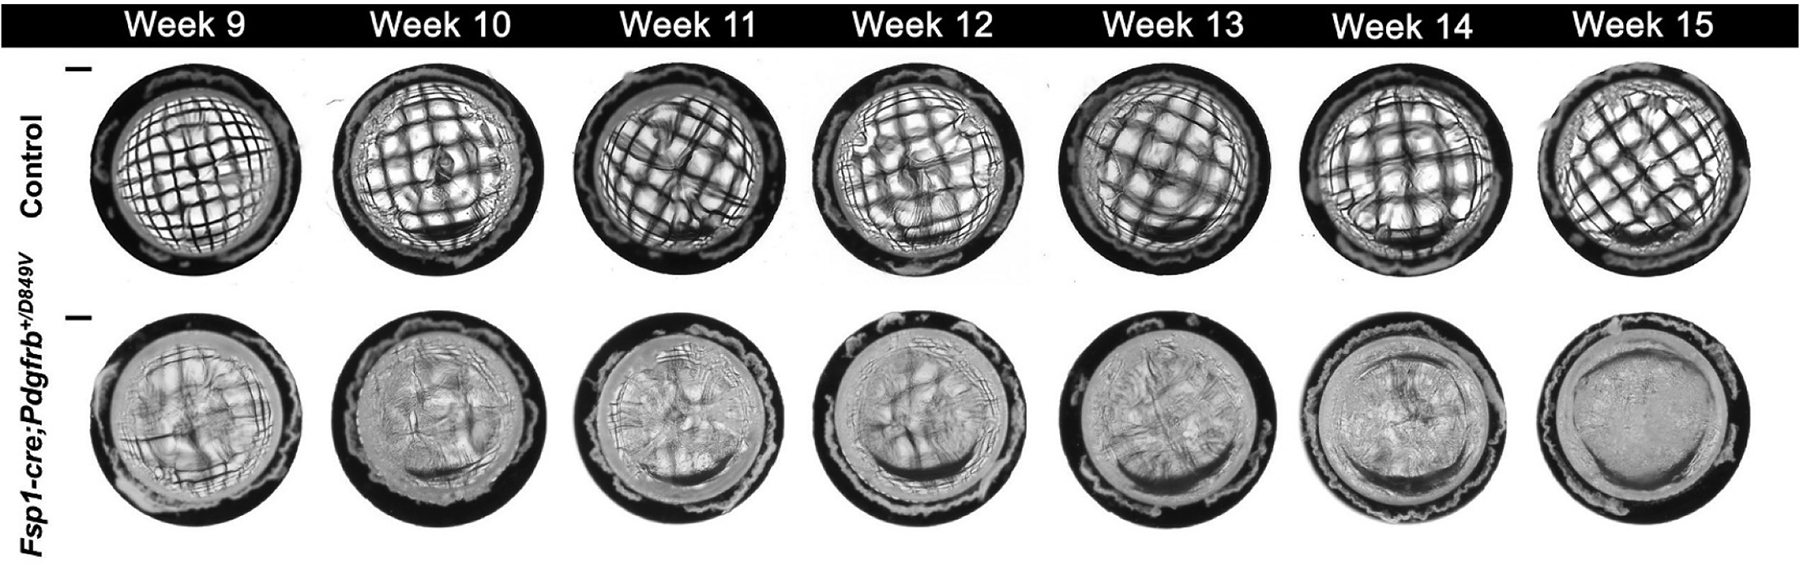
Progressive cataractogenesis in mice with *Fsp1*-driven PDGFRβ hyperactivity. Representative lenses from *Fsp1-cre;Pdgfrb*^+/*D849V*^ mice and age-matched controls from 9 to 15 weeks of age were imaged over a transmission electron grid and evaluated for cataract. Control, 9wk n = 3; 10wk n = 7; 11wk n = 6; 12wk n = 4; 13wk n = 8; 14wk n = 6; 15wk n = 3. *Fsp1-cre;Pdgfrb*^+/*D849V*^, 9wk n = 3; 10wk n = 6; 11wk n = 3; 12wk n = 3; 13wk n = 3; 14wk n = 3; 15wk n = 3. Scale bars = 0.25 mm.

**Fig. 2.**
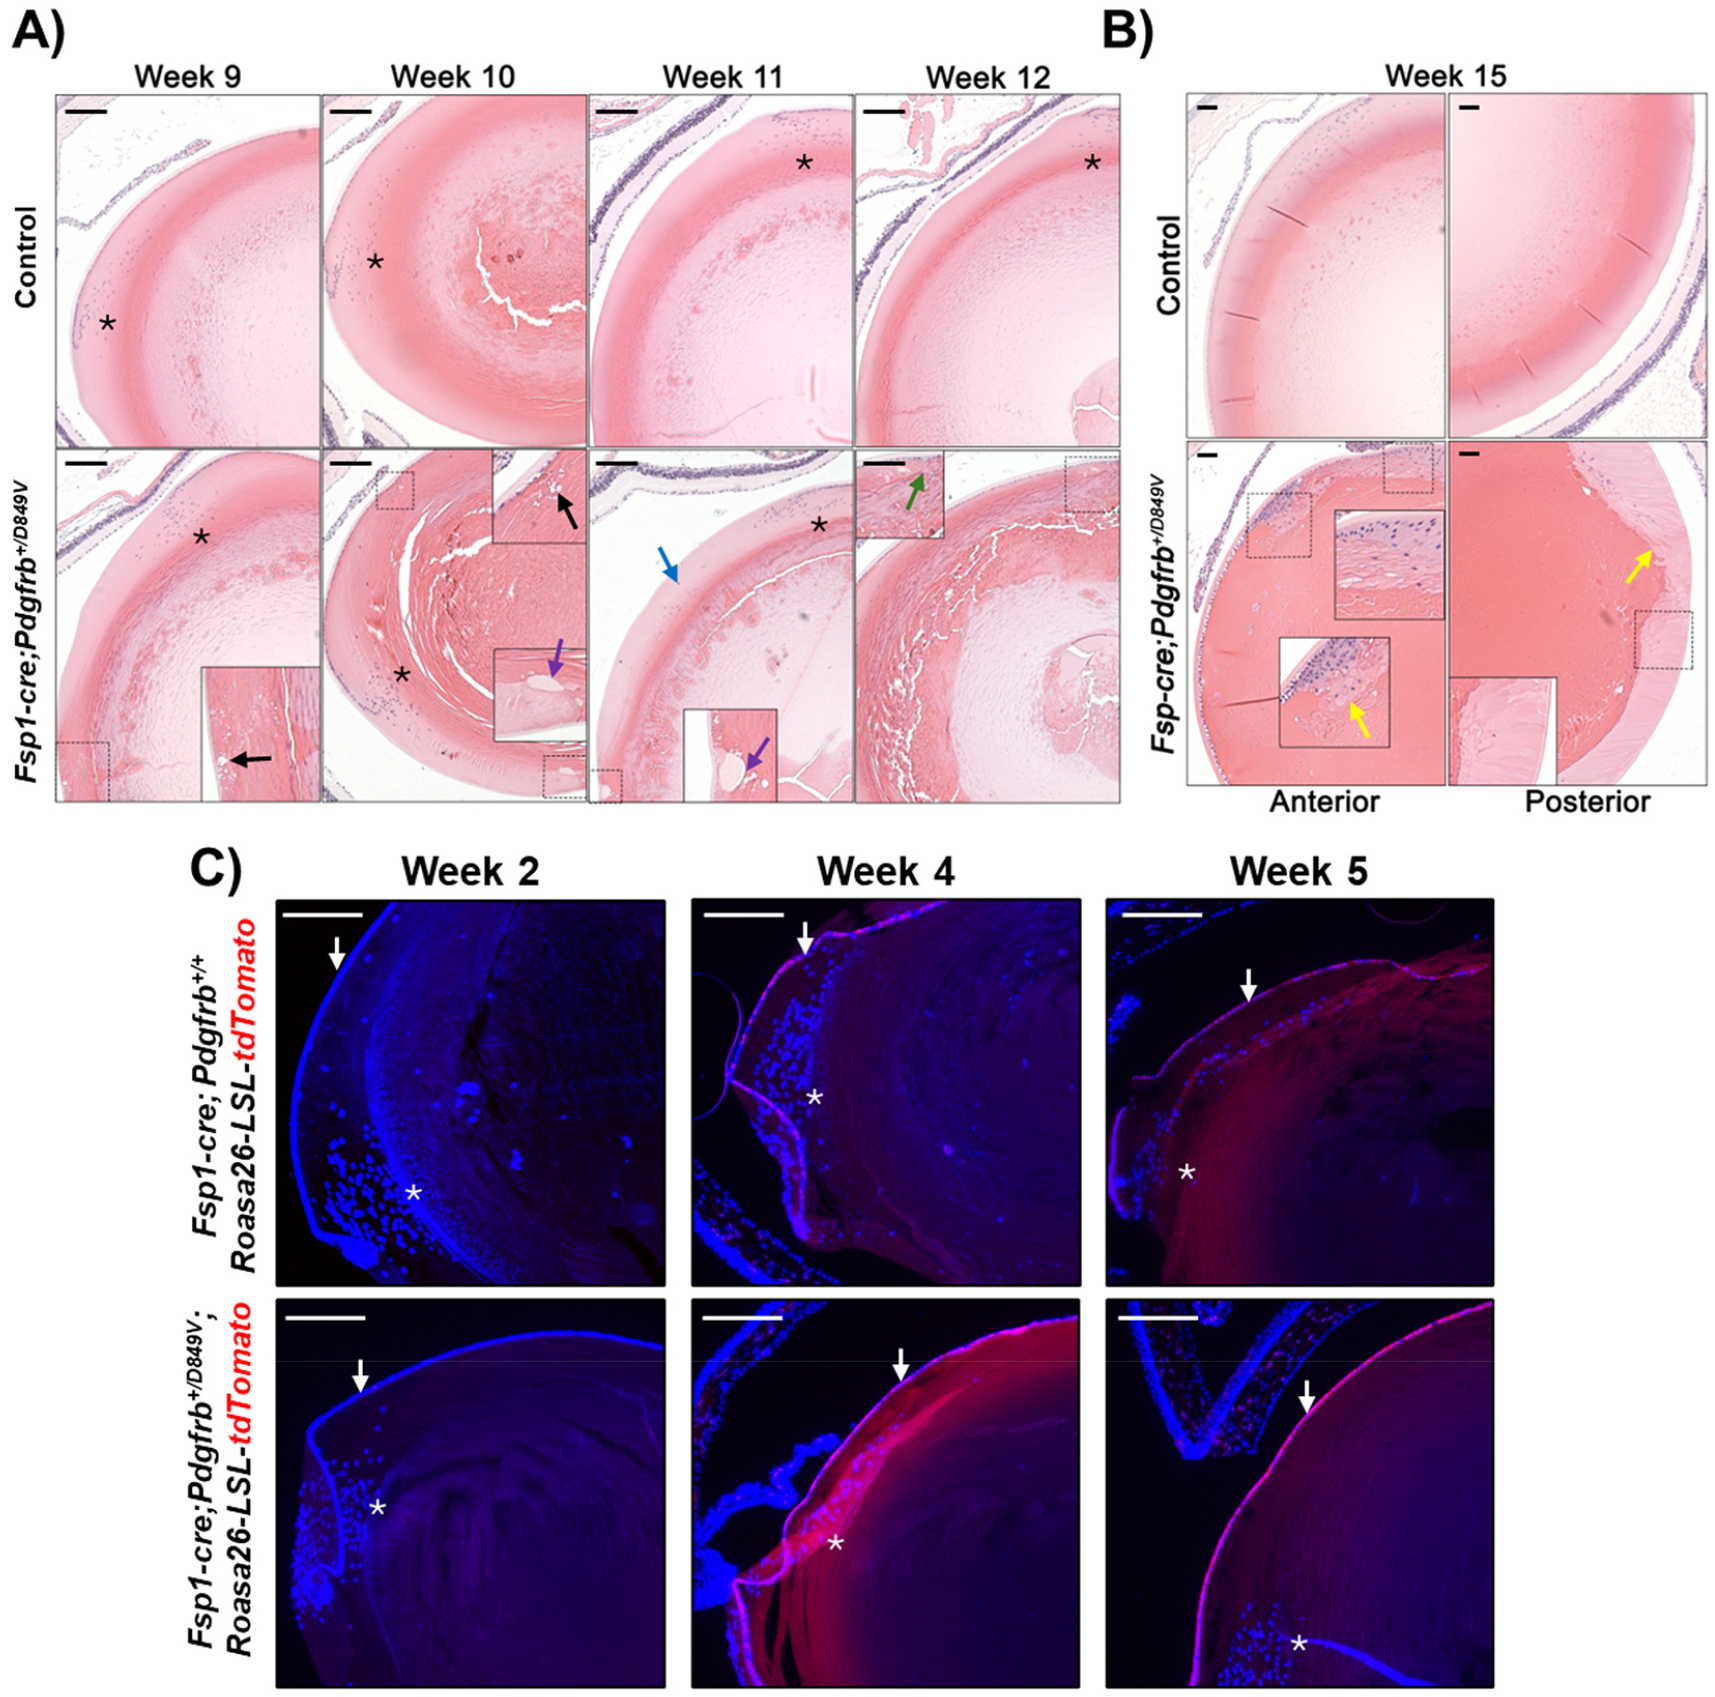
Anterior and posterior subcapsular cataracts with progressive structural cortical changes in young mice with *Fsp1*-driven PDGFRβ hyperactivity. **A)** H&E staining of lenses from *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice versus age-matched controls at weeks 9 through 12. Control, 9wk n = 3; 10wk n = 7; 11wk n = 7; 12wk n = 6. *Fsp1-cre;Pdgfrb*^+*/D849V*^, 9wk n = 3; 10wk n = 4; 11wk n = 3, 12wk n = 3. Vacuole formation (black arrows), proteinaceous globules (purple arrows), retention of cell nuclei beyond the transition zone (blue arrow), and disorganization of the cortex at the region of suture formation (green arrow) were observed. **B)** The anterior and posterior lens from 15-week-old *Fsp1-cre;Pdgfrb*^+*/D849V*^ and control mice (control, n = 4. *Fsp1-cre;Pdgfrb*^+*/D849V*^, n = 4) indicate abnormal cortical differentiation and protein globules in *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice (yellow arrows). **C)** tdTomato positivity (red) in lenses from *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice versus age-matched controls at weeks 2, 4 and 5. Control, 2wk n = 1; 4wk n = 2; 5wk n = 2. *Fsp1-cre;Pdgfrb*^+*/D849V*^, 2wk n = 3; 4wk n = 2; 5wk n = 1. White arrow indicates lens epithelial cells. For A–C, the asterisk indicates the location of the lens equator and scale bars = 200 μm.

**Fig. 3.**
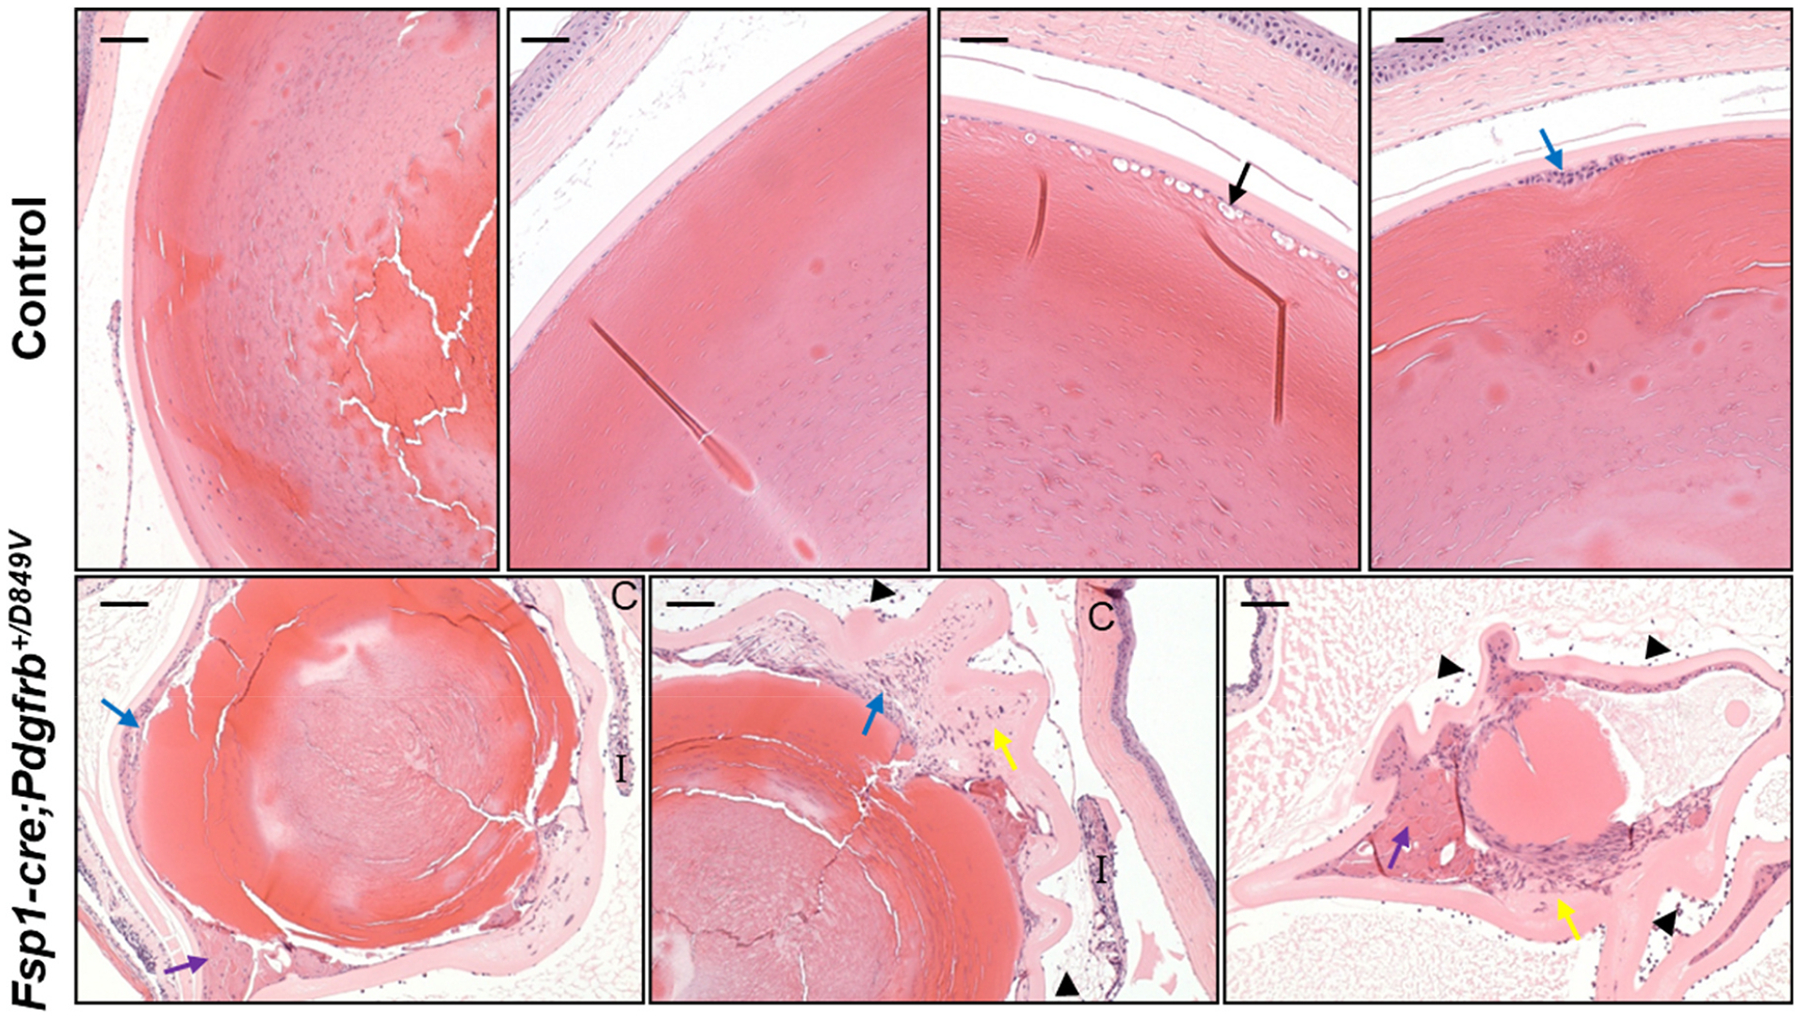
Severe cataract formation, lens-induced uveitis, and advanced fibrous metaplasia in aged mice with *Fsp1*-driven PDGFRβ hyperactivity. H&E staining of lenses from *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice versus age-matched controls aged over one year. Each image is from a biological replicate (control, n = 4. *Fsp1-cre; Pdgfrb*^+*/D849V*^, n = 3). Control mice exhibit minor age-related cataract, such as focal vacuole formation (black arrow) or epithelial proliferation (blue arrow). *Fsp1-cre; Pdgfrb*^+*/D849V*^ mice have substantial anterior and posterior epithelial proliferation (blue arrows) and fibrous metaplasia with pronounced cortical liquefaction (i.e. proteinaceous globules; purple arrows), and deposition of ECM (yellow arrows). Protein debris and uveitis (black arrowheads) can be seen in both the anterior and posterior chambers of the *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice. The iris is indicated by “I” and cornea by “C”. Scale bars = 200 μm.

**Fig. 4.**
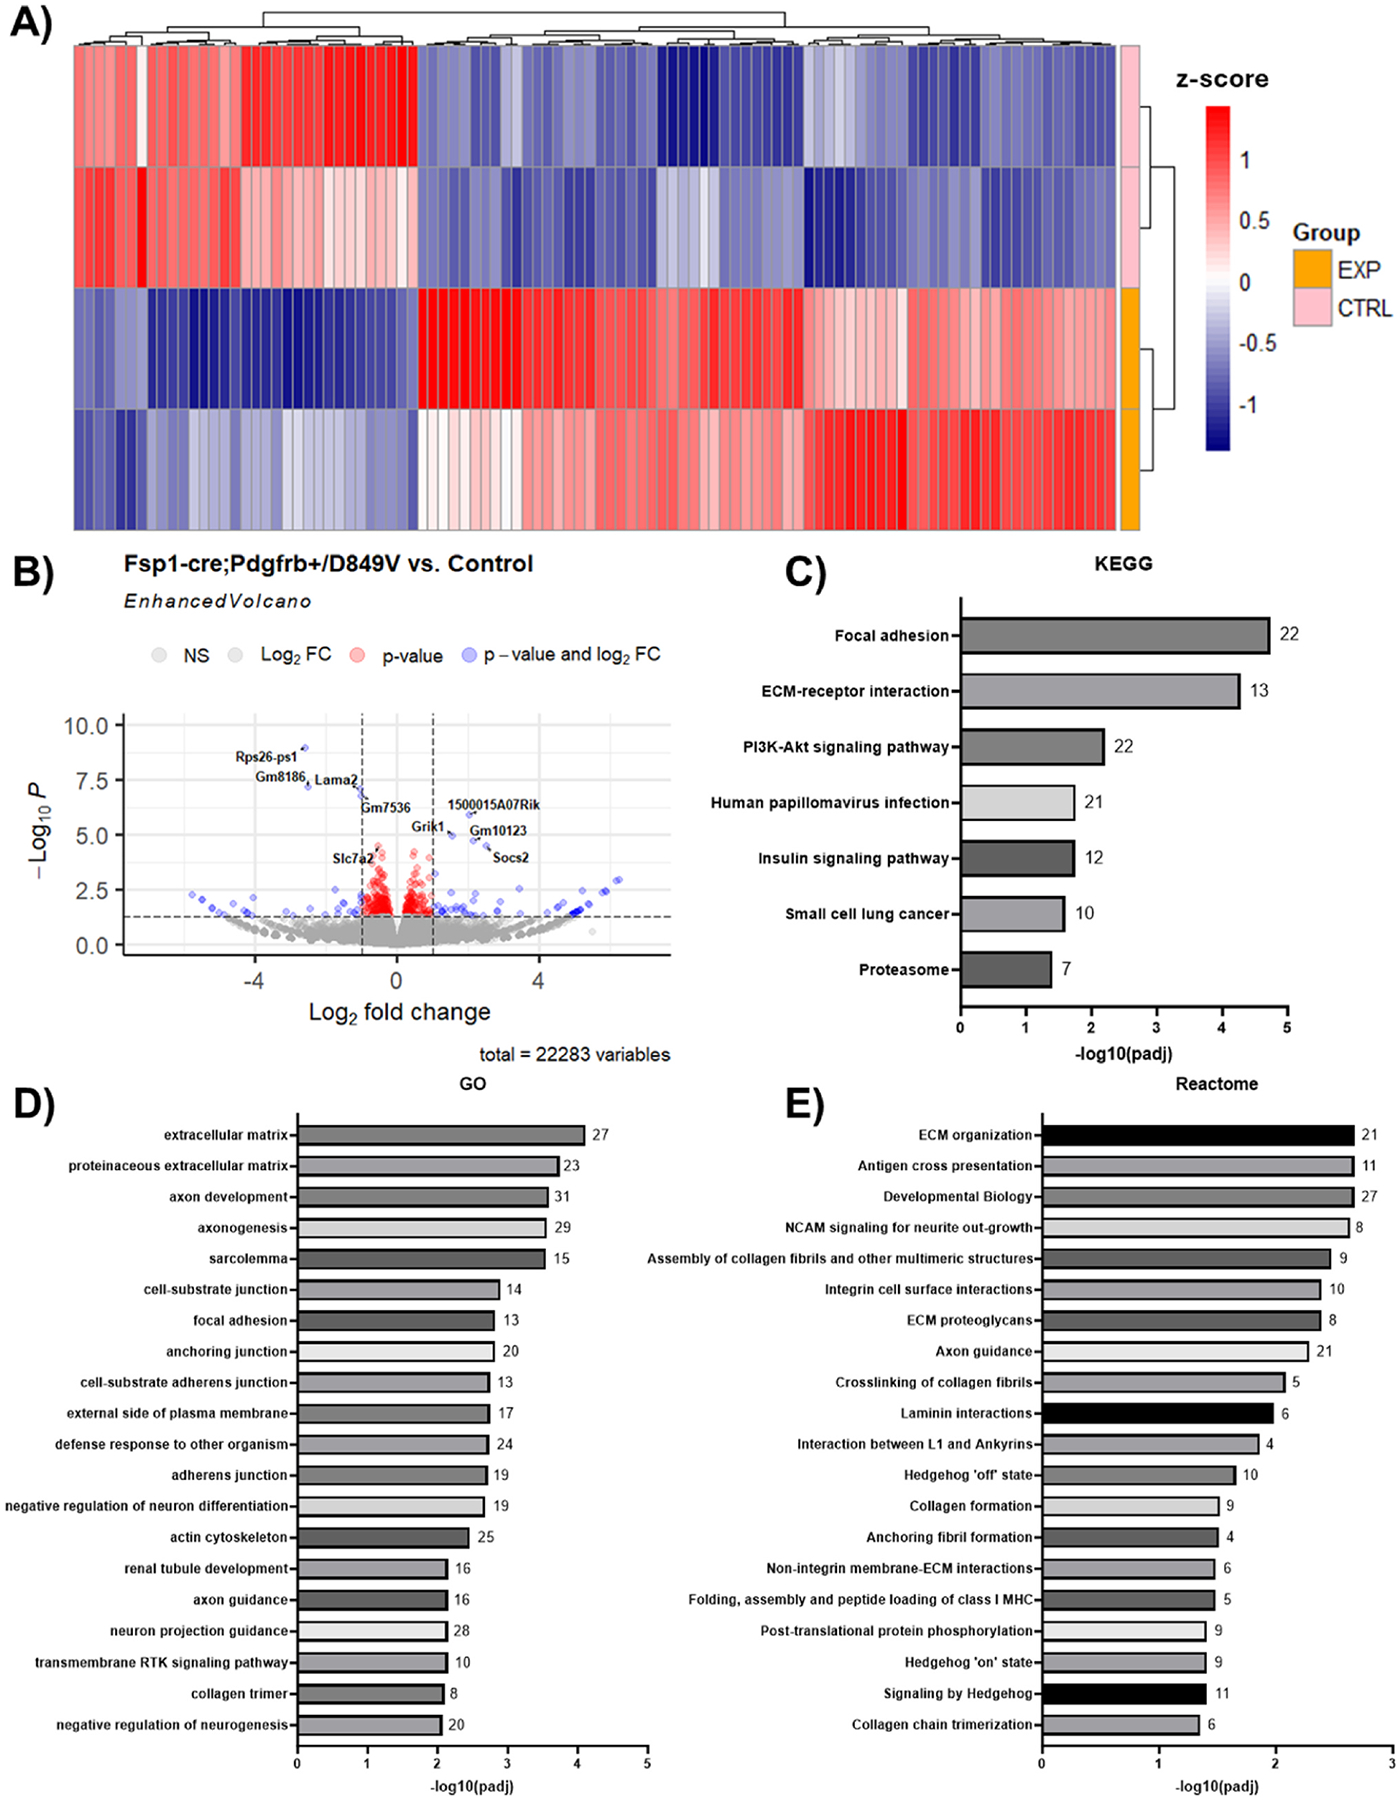
RNA sequencing of lenses from 10–12 day-old *Fsp1-cre;Pdgfrb*^+/D849V^ mice and age-matched controls reveal distinct transcriptomic changes and fibrosis-related pathway enrichment. **A)** Heatmap showing overall transcriptomic profile differences between lenses from *Fsp1-cre;Pdgfrb*^+*/D849V*^ and control mice. **B)** Volcano plot showing differential expression analysis with the significantly differentially expressed genes labeled (adjusted p-value <0.05). **C-E)** Enrichment analysis showing gene sets enriched in *Fsp1-cre;Pdgfrb*^+*/D849V*^ mice compared to controls in KEGG **(C)**, GO **(D)**, and Reactome **(E)** gene set databases where numbers at the end of each bar represent enriched gene count (n = 12/group).

**Fig. 5.**
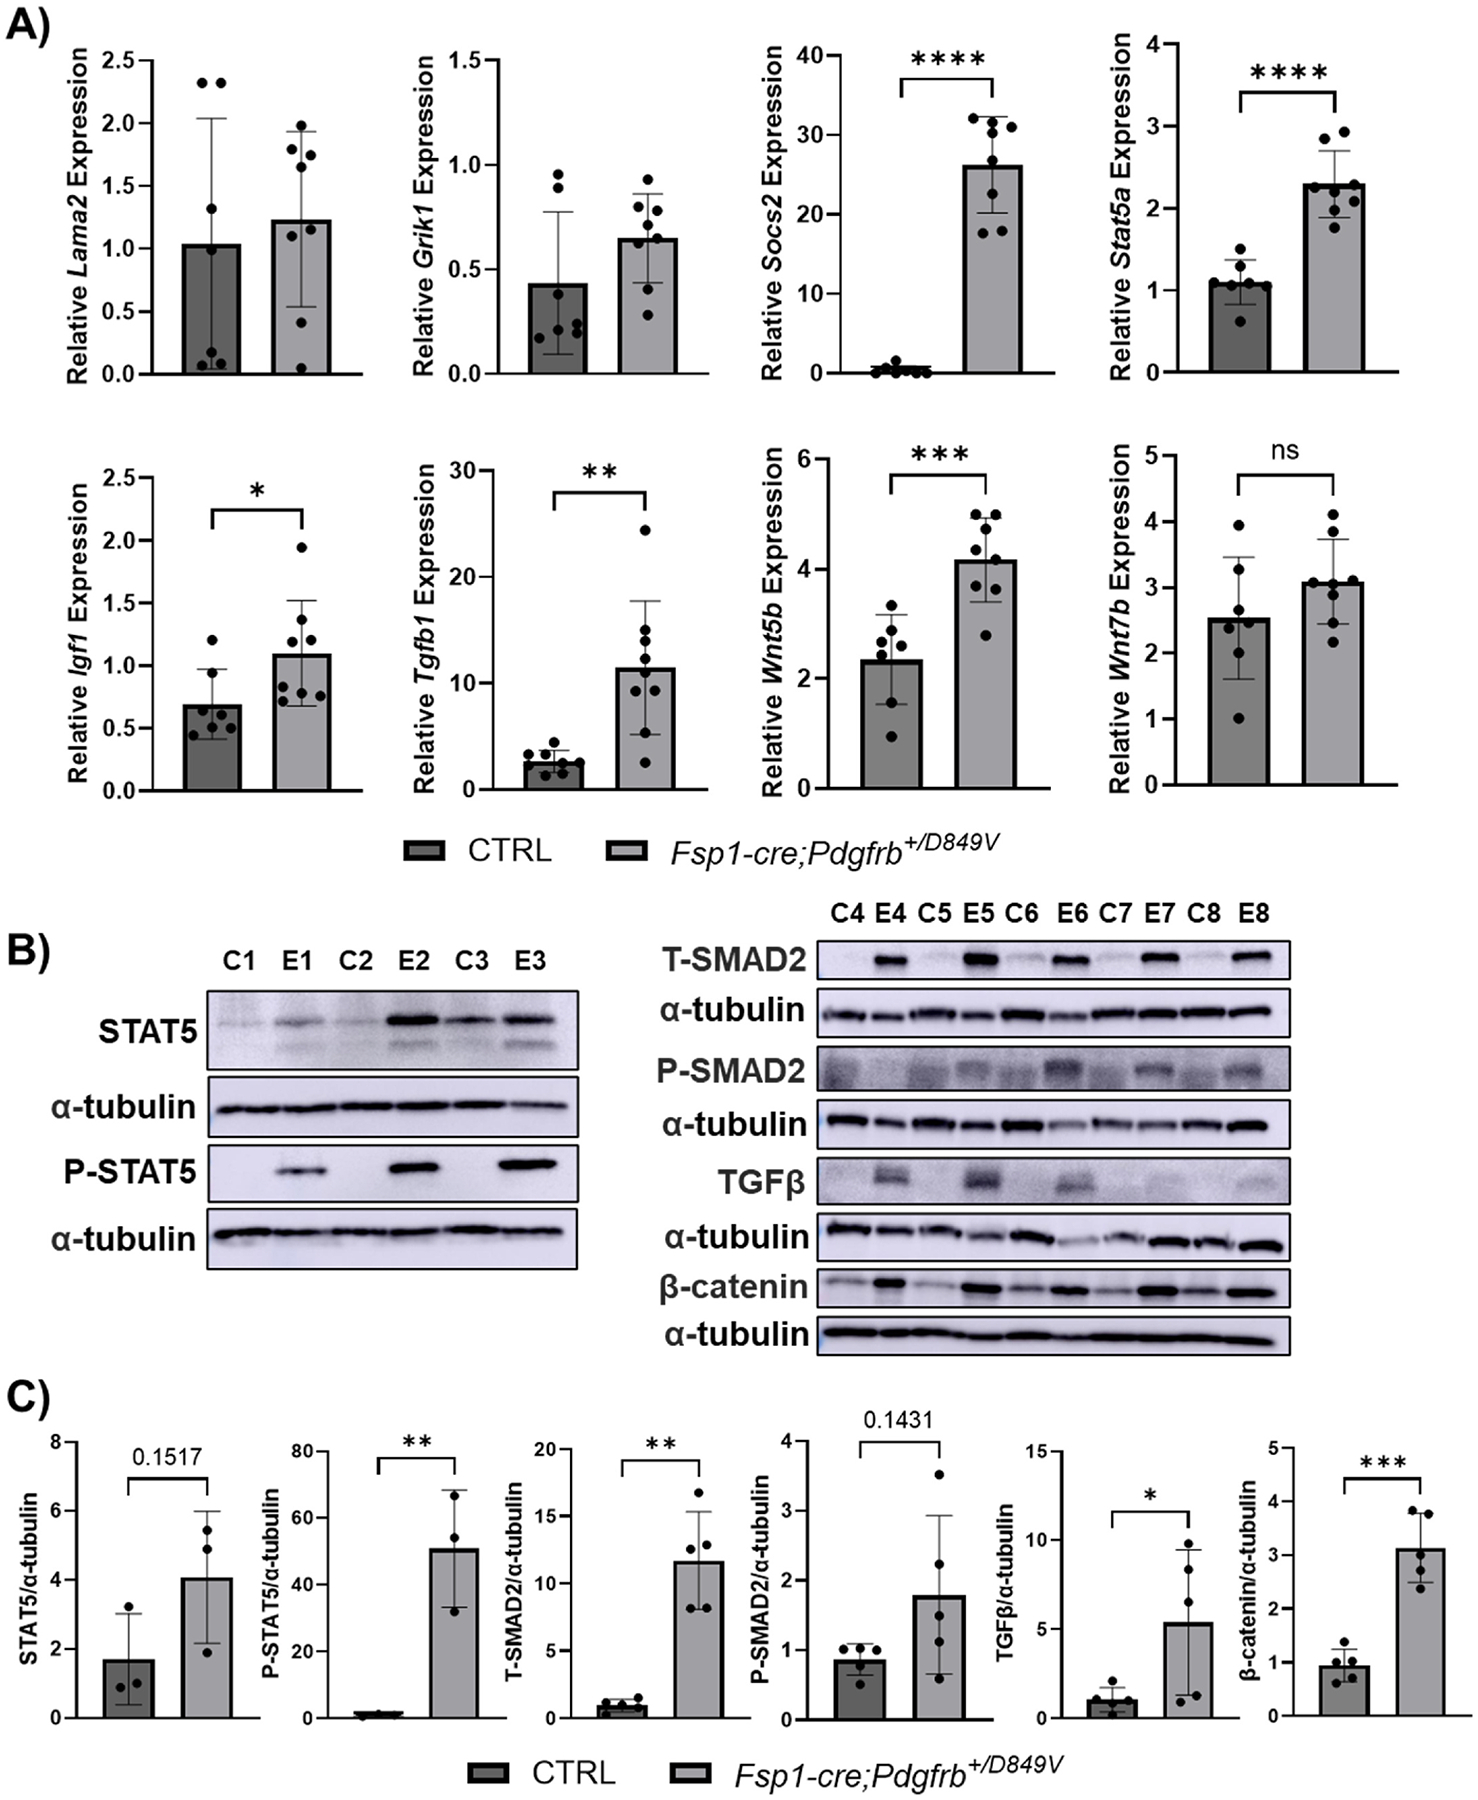
*Fsp1*-driven PDGFRβ hyperactive signaling induces pro-cataractous TGFβ-SMAD2, Wnt/β-catenin, and STAT5-IGF1 signaling. **A)** Relative quantification of *Lama2, Grik1, Socs2, Stat5a*, *Igf1*, *Wnt5b*, and *Wnt7b* in lenses isolated from 15-week-old mice by qRT-PCR (control, n = 7. *Fsp1-cre;Pdgfrb*^+*/D849V*^, n = 8). **B)** Western blot of lenses isolated from 15-week-old control (C) or *Fsp1-cre;Pdgfrb*^+*/D849V*^ experimental (E) mice and **C)** quantification (n = 3/group (left) or 5/group (right)). * <0.05, ** <0.01, **** <0.0001.

**Fig. 6.**
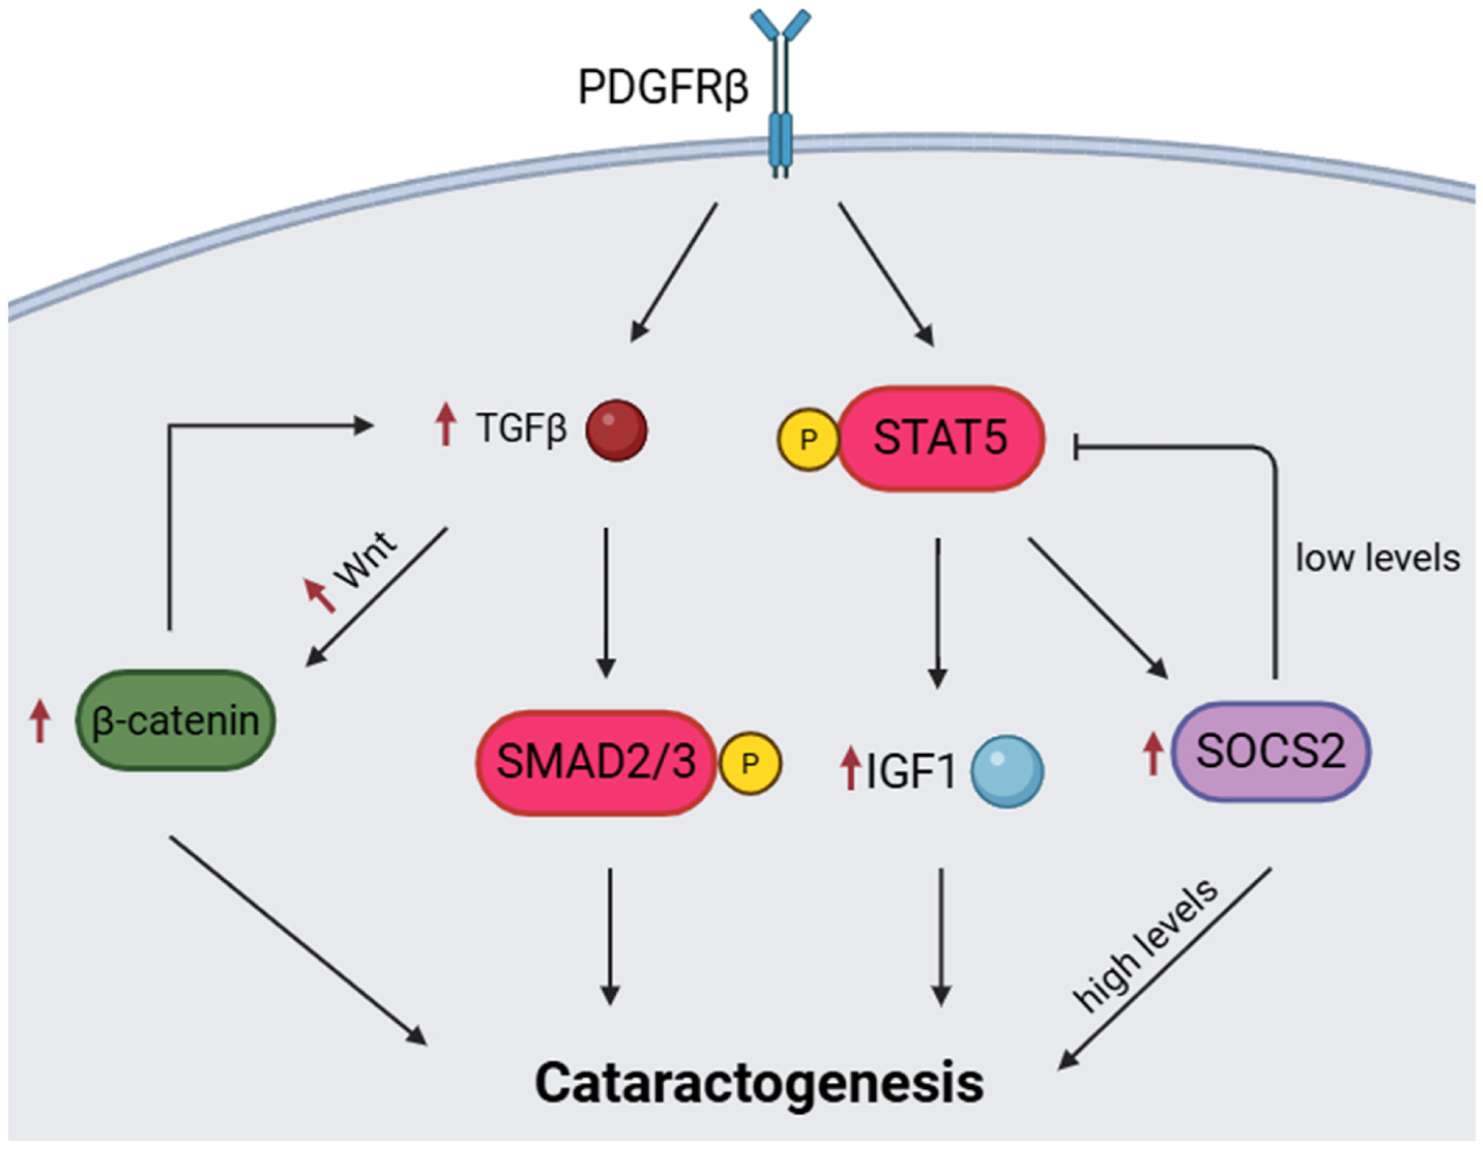
Hypothetical mechanism of PDGFRβ induced cataractogenesis. Hyperactivation of PDGFRβ leads to an upregulation of TGFβ, which leads to increased Wnt/β-catenin and SMAD2 signaling. PDGFRβ signaling also induces increased expression and hyper-phosphorylation of STAT5, which subsequently induces overexpression of IGF1 and SOCS2. Each pathway is predicted to increase cataractogenesis through proliferation, ECM modulation, and fibrosis. Created in BioRender. Banthin, E. (2025) https://BioRender.com/eghtjio.

**Table 1:** Significant differentially expressed genes in *Fsp1-cre;Pdgfrb*^+*/D849V*^ versus age-matched control lenses and gene annotations (n = 12/group).

Gene	Log_2FC_	padj	Notes
*Rps26-ps1*	−2.5926	1.36E-05	Ribosomal protein S26 pseudogene
*Lama2*	−1.05853	0.000352	Laminin subunit alpha 2, ECM protein regulating fate commitment of mesenchymal stem cells via hedgehog signaling
*Gm8186*	−2.50244	0.000352	Small nuclear ribonucleoprotein polypeptide G pseudogene
*Gm7536*	−1.03048	0.000511	Ribosomal protein L27A pseudogene
*1500015A07Rik*	2.025674	0.003086	RIKEN cDNA 1500015A07 gene, ncRNA
*Grik1*	1.553483	0.02339	Glutamate ionotropic receptor kainite type subunit 1, kainite family of glutamate receptors
*Gm10123*	2.143465	0.033781	Predicted pseudogene 10123
*Socs2*	2.503693	0.044093	Suppressor of cytokine signaling 2, negative regulator of cytokine receptor signaling, interacts with major signaling complexes to block transduction
*Slc7a2*	−0.52919	0.044093	Solute carrier family 7, involved in L-amino acid transmembrane transport and macrophage activation

## Data Availability

RNA sequencing raw data is available through the Gene Expression Omnibus (accession no. GSE302408).

How the deposited data were processed for this re-analysis (not part of the article)

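The starting point was the authors' deposited table of FPKM for 56748 genes in 4 libraries, 2 from pooled mutant and 2 from pooled control lenses of 10 to 12 day old mice. Before this table, the authors' sequencing provider aligned the reads with HISAT2, counted reads per gene with featureCounts and computed FPKM. The authors tested differential expression with DESeq2 and tested KEGG, GO and Reactome terms with clusterProfiler. The table also gives gene lengths, positions and biotypes, and it has 0 per-sample columns that were not used. The genome build is not named in the paper's text. Of the genes, 52125 matched the GRCm38 annotation by identifier, and 2.92% of the matched genes have GRCm38 coordinates, so the positions given are those of the deposited table.

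The main test, its filters, the alternatives to each choice and the rule for naming genes were set before the data were examined. Each library was rescaled by its median ratio to the gene-wise geometric mean, which left the deposited FPKM unchanged apart from a common factor of 1.01. Genes with a mean FPKM of at least 0.1 were tested on log2(FPKM + 0.1) with limma's lmFit and eBayes with a trend, with Benjamini-Hochberg adjustment. Fold changes are mutant over control. Whole reads were recovered by multiplying FPKM by gene length and dividing by the step between values, and limma's voom was run on these reads as an alternative. The libraries held between 18561682 and 18878768 recovered reads, most of them on crystallin genes, so genes with low FPKM rest on few reads. With 2 libraries per group, the 3 possible splits of the 4 libraries into pairs were also compared, and each library was left out in turn without a p. The replicate block used as an alternative takes its pairing from the replicate numbers in the sample labels. The paper names no such pairing. *Xist* and Y-chromosome genes part mutant replicate 1 and control replicate 2 from the other libraries. A covariate for libraries above and below the mean *Xist* FPKM was added as an alternative after the values were seen.

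Reactome sets were the 1444 mouse sets that come with the fgsea package. Genes were matched by Entrez identifier, through the annotation for 22355 genes and for 39305 genes when matches by symbol are included, and 6960 of 7111 identifiers in the sets were matched. Terms were tested with one-sided Fisher's exact tests on genes with an unadjusted p under 0.05. The direction of 30 sets was tested with limma's camera at an inter-gene correlation of 0.01. KEGG and GO sets were not used here.

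Genes were named by a rule. It takes every gene the paper names as measured, the parent genes of 3 named pseudogenes (*Rps26*, *Snrpg* and *Rpl27a*), and the 5 genes with the smallest p in each direction among genes whose groups did not overlap. It also takes the 3 members with the smallest p of each set tested, and tissue markers. All listed genes of Extracellular matrix organization and of the Hedgehog 'on' state are given where these terms are reported. *Ppia*, *S100a3*, *S100a6* and *S100a16* lie outside this rule and were chosen after the values were seen. Words of 31 bases shared between each pseudogene of Table 1 and other transcripts of the GRCm38 annotation were also counted after the values were seen.

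The tests were tried on simulated reads of 15940 genes, 200 of them changed by a log2 of 2, with a dispersion of 0.02 and 2 libraries per group. The changed genes were drawn only from genes with more reads, so the trial does not give the power for genes with few reads or smaller changes. Limma on log2 FPKM called 91.5% of the changed genes and 60 unchanged genes at an adjusted p under 0.05. Unchanged genes were thus a larger share of limma's calls than that threshold allows. Voom called 100% of the changed genes and 7 unchanged genes. The software was R 4.3.3, limma 3.58.1, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.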

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

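The 4 patterns given here were picked out after the values were seen, and the tests of *S100a3*, of the class I MHC set, of macrophages for the Interferon Signaling set and of the splits for the proteasome were also chosen after the result was seen.

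*S100a3* was not discussed by the paper. Its FPKM was 26.4 and 19.3 in the mutant libraries, 10.9 in control replicate 1 and 0 in control replicate 2, from 1255, 1009, 565 and 0 reads. It ends 1069 bp upstream of *S100a4*, the gene whose promoter (*Fsp1*) drives the cre, on the same strand. *S100a4* had 40 and 50 reads in the mutant and 33 and 13 in the control libraries, a log2 fold change of 1.08 (standard error 0.40, limma adjusted p = 0.783). The neighbours *S100a6* and *S100a16* did not follow this pattern. The log2 fold change of *S100a3* was 4.43 (standard error 2.12, limma adjusted p = 0.811). With each library left out in turn it lay between 1.04 and 7.82, so its size depends on control replicate 2, which had 0 reads. In voom it had an adjusted p of 0.0292, and the adjusted p lay between that and 0.874 over all settings. A candidate explanation is transcription from the cre transgene's copy of this region, with cre carriers making up part of the control pools, since control replicate 1 had 47.7% of the mean mutant FPKM. Control replicate 2 had 0%, which under this explanation would need a pool without cre carriers. Against that, the sample labels give a cre-positive genotype for both control libraries, and the paper describes mixed control pools. The deposited values cannot tell transcription from the transgene from other causes. Hair or skin carried along with the lens is a poor explanation, since hair markers had at most 11 reads together in any library.

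Interferon Signaling was looked at first, and the smaller set of class I MHC folding, assembly and peptide loading was chosen after its p was seen. That set had 15 of 20 genes higher in mutant lenses, a median log2 fold change of 0.170 (camera adjusted p = 0.0304 over 30 sets and 0.0879 over all 1078 Reactome terms, so it was not called over the latter). Under quantile normalization and under scaling by total recovered reads it was also higher. Interferon Signaling had a camera p of 0.0555. With the trend on gene length removed, the p was 0.0032 for the class I set and 0.0190 for Interferon Signaling, so length alone does not explain the former. Without chromosome 17 the p was 0.0596 for the class I set and 0.148 for Interferon Signaling, which passes the threshold set for a strain variant at the MHC for the former. However, this removes 6 of the 20 genes, which raises the p whatever the cause, and 10 of the 14 remaining genes were still higher, among them *B2m* on chromosome 2 (log2 fold change 0.78, limma adjusted p = 0.370). The test therefore cannot tell a strain variant at the MHC from other causes for either set. Only 1 of the 2 splits that part both pairs of libraries, the genotype split itself, gave a p as small for either set. The other such split follows *Xist* and the Y-chromosome genes, so it is no test of chance alone, and chance cannot be ruled out.

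Macrophage markers had a median log2 fold change of 1.30. The 4 of 6 markers that passed the filter, *Cd68*, *C1qa*, *C1qb* and *C1qc*, were all higher in both mutant libraries than in both control libraries, where chance gives 33.3% of genes without overlap in either direction. All had an unadjusted p under 0.05 with at most 19 reads in any library. Other scalings did not change the direction. None of the markers was left at a mean FPKM of at least 1. Macrophages in or around the mutant lens are a candidate explanation for the class I set and for Interferon Signaling, and the direction of the markers fits it.

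Proteasome subunits were higher in mutant lenses in 32 of 35 genes, with a median log2 fold change of 0.167 (camera adjusted p = 2.7e-04). The direction held under quantile normalization and under scaling by total recovered reads. The p was 1.6e-04 with the length trend removed, so gene length does not explain it. The unadjusted camera p of the proteasome subunits was 2.7e-05 for the genotypes and 0.626 and 0.239 for the other splits. The genotype split is itself 1 of only 3 splits, so, as for the class I set, chance cannot be ruled out. These patterns are hypotheses from 2 libraries per group.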

How the results depend on the processing

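The alternatives with total recovered reads, with a mean of at least 10 recovered reads and with voom at that filter, camera under voom, and the sex composition as a covariate were tests chosen after the result was seen. For changes under a setting, the cause was not tested.

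Of 982 values of 79 genes followed under alternatives, 22 became stronger, 37 weaker and 0 reversed, and the rest stayed the same. Leaving out a library changed the sign of 5 of 316 values, in *Stat5b* (without mutant replicate 1 and without control replicate 1), *Tgfb2*, *Loxl1* and *S100a6* (without mutant replicate 1). Of 547 other results on sets, 462 stayed the same, 42 became stronger, 21 weaker and 22 reversed. The FPKM as deposited differ from the rescaled values by a common factor, so that setting cannot move a result and shows no stability. Camera does not use the trend, so it was not run without it.

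Genes with an adjusted p under 0.05 were 6 at first. They were 2 with a pseudocount of 1, 2 with a pseudocount of 0.01, 2 with a mean FPKM of at least 1, 1 with no filter, 2 without a trend, 14 with voom, 0 with a mean of at least 10 recovered reads and 14 with voom at that filter. Without the filter of 10 reads the calls outside voom were short genes with few reads. Where the count was 0, 936 genes had an unadjusted p under 0.05. Genes with an unadjusted p under 0.05 fell from 1009 to 617 with a mean FPKM of at least 1. The share of them that was higher in mutant lenses was 53.7%, and 50.5% under quantile normalization, 46.2% with voom and 43.8% with voom at 10 reads.

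Over-represented Reactome terms were 4 at first. They were 1 under quantile normalization, 0 with a mean FPKM of at least 1, 37 with no filter, 0 without a trend, 2 with voom, 0 with total recovered reads and 2 with voom at 10 reads. They were 1 with the list at an unadjusted p under 0.01, 0 with genes lower only, 74 with genes higher only and 2 with all tested genes as background. The Hedgehog 'on' state, at an adjusted p of 0.0108, had 0.116 under quantile normalization, 0.0636 with a mean FPKM of at least 1, 0.178 with voom and 0.263 with voom at 10 reads. It had 0.763 with genes lower only, 0.0673 with all tested genes as background, and 1 without a trend, with total recovered reads and with the list at 0.01, where the term fell below its expected count. Other terms that fell below the expected count had an adjusted p of 1. These were Laminin interactions (no trend, higher only), Hedgehog 'off' state and Signaling by Hedgehog (no trend, list at 0.01), Anchoring fibril formation (list at 0.01, lower only), Assembly of collagen fibrils (list at 0.01), cross-presentation (lower only) and Non-integrin membrane-ECM interactions (higher only).

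In camera, Extracellular matrix organization went from a p of 0.341 to 0.0171 with a mean FPKM of at least 1, and other settings gave 0.0708 to 0.605. Direction reversed for the STAT5 genes with a pseudocount of 1 (0.830) and a mean FPKM of at least 1 (0.123), and for the crystallins (0.836) and ribosomal proteins (0.857) under quantile normalization. It also reversed for Crosslinking of collagen fibrils (0.630) and collagens (0.288) with a mean FPKM of at least 1, and for Collagen formation with no filter (0.665) and with at least 10 reads (0.759). The odds ratio of genes near *Pdgfrb* was 1.11 and became 0.998 with a pseudocount of 1, with up to 1.69 elsewhere. The ratio of distances between and within groups, 1.02, was 1.10 with a mean FPKM of at least 1 and from 0.987 to 1.08 with a library left out.

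With the sex composition of the libraries as a covariate, 1 gene had an adjusted p under 0.05, 1099 had an unadjusted p under 0.05, and 75 Reactome terms were over-represented. Extracellular matrix organization was among them, with an adjusted p of 0.0370 against 0.948 without the covariate, while its camera p was 0.311. The direction of the STAT5 genes by camera (0.612) and the odds ratio near *Pdgfrb* (0.855) reversed. None of the 9 genes of Table 1 had an adjusted p under 0.05. This fit leaves 1 residual degree of freedom per gene.

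With the replicate block, pairing libraries by number, 2 genes had an adjusted p under 0.05, 0 Reactome terms were over-represented, and the Hedgehog 'on' state and Anchoring fibril formation had an adjusted p of 1. Collagen formation reversed (0.886), as did the odds ratio near *Pdgfrb* (0.710). The deviations of same-numbered libraries had a correlation of -0.0051, so the pairing removed little variation and took degrees of freedom. A call lost there is not a weaker effect.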

Differences from the paper's values

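Scaling by total recovered reads, the filter of 10 recovered reads, voom with that filter and the sex composition as a covariate were tests chosen after the result was seen. No cause of a difference was tested.

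The adjusted p of the 9 genes in Table 1 differs. The paper gives 1.36E-05 for *Rps26-ps1* (here 0.342), 0.000352 for *Lama2* (0.363) and *Gm8186* (0.168), 0.000511 for *Gm7536* (0.343), 0.003086 for *1500015A07Rik* (0.181), 0.02339 for *Grik1* (0.265), 0.033781 for *Gm10123* (0.348), and 0.044093 for *Socs2* (0.702) and *Slc7a2* (0.681). Of the alternatives set before the data were examined, voom gives a value that does not differ from the paper's for *Socs2* (0.0340). For the other 8 genes every alternative differs, with voom below the paper's value for *Grik1* (0.0052) and *Gm10123* (9.8e-07) and above it for the rest. Voom, set before the data were examined, calls 8 of the 9 at an adjusted p under 0.05, as does voom with a mean of at least 10 recovered reads, which was chosen after the data were seen. *Slc7a2* is called by neither.

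The log2 fold change differs for *Grik1*, 1.553483 in the paper and 1.34 here, and for *Socs2*, 2.503693 in the paper and 1.51 here. Of the alternatives set before the data were examined, a pseudocount of 0.01 (1.53 for *Grik1*, 2.41 for *Socs2*) and voom (1.54 and 2.54) reach the paper's values, and the others do not.

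The paper's text does not state the gene-list threshold behind Fig. 4E, so the counts compared here may come from unlike lists. The number of genes listed per Reactome term was about 21 in Fig. 4E, read by eye, for Extracellular matrix organization and 11 here. No filter (15) and voom (28), both set before the data were examined, come near it. Of the settings chosen after the data were seen, so do the sex composition as a covariate (19), a mean of at least 10 recovered reads (18) and voom with that filter (27). For Assembly of collagen fibrils it was about 9 in Fig. 4E, read by eye, and 3 here, and of the alternatives set before the data were examined only voom (8) comes near. Voom with at least 10 recovered reads (8) and the sex composition as a covariate (6), chosen after the data were seen, also come near. For ECM proteoglycans it was about 8 in Fig. 4E, read by eye, and 5 here, and quantile normalization, a mean FPKM of at least 1 and no filter (6 each) come near, as do the sex composition as a covariate (9) and a mean of at least 10 recovered reads (10), chosen after the data were seen. For Crosslinking of collagen fibrils it was about 5 in Fig. 4E, read by eye, and 1 here, and no alternative comes near. That term had only 4 tested members here, and 6 with no filter, so the size of the set limits its count. For the Hedgehog 'on' state it was about 9 in Fig. 4E, read by eye, and 14 here, and a pseudocount of 1, quantile normalization and a mean FPKM of at least 1 (13 each) come near.

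The paper reports the ECM terms as significant, from a gene list whose threshold its text does not state. Here none was, and of the 4 terms voom reaches an adjusted p under 0.05 for ECM proteoglycans (0.0474), where all settings gave 0.0258 to 1. Voom with at least 10 recovered reads (0.0356), chosen after the data were seen, also calls it. The sex composition as a covariate, chosen after the data were seen, calls Extracellular matrix organization (0.0370) and ECM proteoglycans (0.0258). Hedgehog 'off' state and Signaling by Hedgehog, reported by the paper, had adjusted p of 0.125 and 0.113 here. Both had 0.0433 with no filter, and the former had 0.0150 with genes higher only. With the sex composition as a covariate, chosen after the data were seen, they had 0.0141 and 0.0223. The paper states that the groups cluster tightly, in a heatmap with z-score scaling. Here the distance between groups, without such scaling, was 1.02 times the distance within groups over all genes tested. These are unlike measures. The paper's text lists *Rps26-os1* and repeats *Gm7536*, where Table 1 lists *Rps26-ps1*.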

Other observations

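The tests of *Gm8186* against *Snrpg*, of *Gm10123* against *Ppia*, of the calls on short genes and of sex composition as a covariate or split were chosen after the result was seen.

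The changes of *Gm8186* and *Gm10123* may reflect the assignment of reads between near-identical copies, a hypothesis these data raise. *Snrpg* gained 1.09 reads per read that *Gm8186* lost, and *Ppia* lost 0.764 reads per read that *Gm10123* gained. Both fit reads moving between a pseudogene and its parent, for example through a strain variant in one copy, which FPKM cannot show. For *Rps26-ps1* and *Gm7536* the parents gained 4.41 and 2.03 reads per read lost, more than was lost, so the test cannot tell.

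The Hedgehog terms share proteasome subunits. Without them the exact p was 0.138 for Signaling by Hedgehog and 0.322 for the 'off' state, which fits this explanation, but 0.0149 for the 'on' state. After adjustment the 'on' state had 0.948 without the subunits against 0.0108 with them. However, this removes 35 of its 74 genes, which raises the p whatever the cause. Of the 39 genes left, 6 were listed where 2.05 were expected. The test therefore cannot tell whether the subunits alone account for the 'on' state.

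More vascular RNA in the mutant pools is a poor explanation for *Socs2* being higher. Endothelial markers had a median log2 fold change of -0.277, in the other direction. Some of these markers changed sign with a library left out. Even then their highest log2 fold change was 0.40 (*Cldn5*), against at least 1.30 for *Socs2*. Such markers follow the amount of vascular tissue, so they cannot tell whether *Socs2* was higher within the vascular cells that remained. For ECM sets that are lower in mutant lenses, less of other ocular tissue in the mutant pools could be a candidate explanation, given medians of -0.277 for endothelium, -0.254 for pericytes and smooth muscle and -0.629 for pigmented epithelium. Photoreceptor markers (0.684) and macrophage markers (1.30) moved the other way. Blood markers had a median of -0.248. None of these directions flipped under other scalings of the libraries. Laminin interactions had a camera p of 0.0025 without *Lama2* and of 0.0069 with the length trend removed, so neither explains that set.

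The number of genes with an unadjusted p under 0.05 was 1009 for the genotypes and 537 and 738 for the other splits. The genotype split had the most, but it is itself 1 of only 3 splits, so this comparison cannot tell the number from chance. Genes with an adjusted p under 0.05 were 6 for the genotypes and 0 and 2 for the other splits. With voom they were 14 against 0 and 4. Over-represented Reactome terms were 4 for the genotypes and 13 and 0 for the other splits, so another split gave more terms. The camera p of Extracellular matrix organization and of the Hedgehog core genes was also smaller for another split than for the genotypes. That split, mutant replicate 1 with control replicate 2 against the others, parts the libraries by *Xist* (FPKM 7.62 and 5.56 against 13.1 and 15.6) and by all 4 Y-chromosome genes in the other direction, where chance gives 33.3% of genes without overlap. It therefore follows the sex composition of the pools and adds spread within the genotypes, and a larger result for it is no sign that the genotype result is chance. All 3 splits clustered the libraries by genes selected for that split, so a heatmap of selected genes separates any split. Of the sex-linked markers, 0 differed without overlap between the groups, where chance gives 33.3%, so the sex of the pooled mice does not explain the difference between the genotypes. Of the 6 adjusted calls, 0 were called by voom, which fits few reads behind each value.

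Within 10 Mb of *Pdgfrb*, 7 of 101 genes had an unadjusted p under 0.05, 6.93% against 6.30% elsewhere (exact p = 0.684). Genes that differ were thus not enriched around the knock-in allele. A strain-derived segment is not ruled out for single genes there, among them *1500015A07Rik*.

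*Stat5a* had a log2 fold change of -0.35 (standard error 0.23) and *Stat5b* of -0.04 (standard error 0.16). *Igf1* was below the filter, with 9 and 16 reads in the mutant and 20 and 6 in the control libraries. Among 9 STAT5 target and feedback genes, 3 were higher and 6 lower (camera adjusted p = 0.911), with *Cish* at 0.91 (limma p before adjustment 0.157). *Cish* had 25 and 19 reads in the mutant and 10 and 3 in the control libraries, and its control FPKM lay below the pseudocount. Voom gave *Cish* a log2 fold change of 1.87 (voom p before adjustment 0.0115, adjusted p = 0.488). The direction of the STAT5 set by camera reversed under 3 settings and not under other scalings. *Tgfb2* had a log2 fold change of -0.10 (standard error 0.14), *Wnt5b* of -0.25 (standard error 0.09, limma adjusted p = 0.783) and *Wnt7b* of -0.17, and *Wnt8a* had 0 reads in each library.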
